# Gene duplication of type-B ARR transcription factors systematically extends transcriptional regulatory structures in *Arabidopsis*

**DOI:** 10.1038/srep07197

**Published:** 2014-11-26

**Authors:** Seung Hee Choi, Do Young Hyeon, ll Hwan Lee, Su Jin Park, Seungmin Han, In Chul Lee, Daehee Hwang, Hong Gil Nam

## Abstract

Many of duplicated genes are enriched in signaling pathways. Recently, gene duplication of kinases has been shown to provide genetic buffering and functional diversification in cellular signaling. Transcription factors (TFs) are also often duplicated. However, how duplication of TFs affects their regulatory structures and functions of target genes has not been explored at the systems level. Here, we examined regulatory and functional roles of duplication of three major ARR TFs (ARR1, 10, and 12) in *Arabidopsis* cytokinin signaling using wild-type and single, double, and triple deletion mutants of the TFs. Comparative analysis of gene expression profiles obtained from *Arabidopsis* roots in wild-type and these mutants showed that duplication of ARR TFs systematically extended their transcriptional regulatory structures, leading to enhanced robustness and diversification in functions of target genes, as well as in regulation of cellular networks of target genes. Therefore, our results suggest that duplication of TFs contributes to robustness and diversification in functions of target genes by extending transcriptional regulatory structures.

Many of redundant genes are stably maintained in the genome^1^,^2^,^3^. The 'redundant genes' refers to homologous genes with functional overlaps. The persistence of redundant genes has been a key question in the evolution of the genome. Redundant genes are enriched significantly in signal transduction pathways, as well as developmental and metabolic pathways^4^. Genetic redundancy is canonically known to provide genetic buffering and functional divergence^1^,^5^,^6^. Recently, the stable preservation of genetically redundant copies was suggested to provide selective advantages in cellular signaling system by forming negative feedback loops through their reciprocal regulation and thereby achieving robustness and evolvability of cellular signaling systems^4^,^7^.

In cellular signaling pathways, in addition to kinases^8^,^9^,^10^, transcription factors (TFs) are often duplicated, thereby affecting their downstream transcriptional regulatory networks. For example, in *C. albicans*, the genes encoding LYS TFs (LYS14, 142, 143, and 144) are duplicated^11^. Due to their sequence homology, they share common target genes, which can enhance robustness in regulation of their functions (genetic buffering). On the other hand, through gene duplication, they acquired different DNA binding motifs and/or also different associations with cofactors, thereby controlling different sets of target genes (functional diversification). However, how duplication of TFs with functional overlaps systematically establishes common and different downstream target genes in their transcriptional regulatory networks, thus leading to robustness and diversification in functions of target genes, respectively, has not been explored at the systems level.

Cytokinin is a plant hormone that regulates a broad spectrum of plant physiologies, such as cell division, growth, and senescence, by controlling expression of thousands of downstream genes^12^,^13^,^14^,^15^. In the cytokinin signaling pathway, type-B response regulators (ARRs) act as primary TFs that regulate thousands of target genes involved in the responses to cytokinin^16^,^17^. *Arabidopsis* has 11 type-B ARRs with high sequence similarities in receiver and/or transcription activation domains^18^. Of the 11 TFs, ARR1, 10, and 12 are considered to be essential in that the triple mutant of type-B *ARR1, 10, 12* largely abolishes the cytokinin-dependent gene expression and physiological effects^19^,^20^,^21^. Here, we thus analyzed how duplication of the three major type-B ARRs affects their transcriptional regulator structure and functions of their target genes at systems level. For this analysis, we used wild-type (WT) and single, double, and triple deletion mutants of *ARR1, 10*, and *12*, as well as gene expression profiling of WT and these mutants.

## Results and Discussion

### Duplication of TFs systematically extends regulatory structures for target genes

Duplication of TFs can confer an extension of transcriptional regulatory structures for target genes by providing new regulatory relationships between duplicated TFs and new or old target genes. Duplicated TFs can have shared or different target genes, and target genes can also require multiple or only one of duplicated TFs. To examine the nature of the extension in the regulatory structure, we performed gene expression profiling of *Arabidopsis* root tissues obtained from wild-type (WT) and deletion mutants of three type-B *ARR1*, *10*, and *12*. 

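Root RNA of 10-day-old plants was labelled with Cy3 and hybridized to Agilent one-colour arrays, with 1 biological sample per array. The untreated samples were 2 arrays each of WT, arr1, arr10, arr12, arr1/10, arr1/12, arr10/12, and arr1/10/12. The authors deposited the scanner output of each array, which gives a background-subtracted intensity for each of 62976 spots, and a table of log2 intensities. That table equals the quantile normalized log2 of the median pixel intensity, without background subtraction, over the 16 untreated arrays (largest difference 5e-09). The values reported for these samples start from the background-subtracted intensities, which were log2 transformed and quantile normalized over the 61657 non-control spots of all 20 arrays of the study. Spots that the scanner software marked as outliers, from 1 to 386 per array, were left out, and spots of the same probe were averaged, which gave 43603 probes. The 34034 probes with a signal well above background on both arrays of at least 1 group were tested with limma, in 1 fit over 10 groups of 2 arrays. A probe was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 within its comparison, without a fold cutoff. The arrays list probes and not genes, so counts are of probes. Genes are named through the fold changes of Table S1, of which each gene matched exactly 1 spot of the authors' table within 0.0005. The copy of Table S1 used here holds 1997 of its 3373 down-regulated and 75 of its 2954 up-regulated genes, with Clusters 1–14 of the down-regulated genes in full, 791 genes of their Cluster 15, and 75 genes of the up-regulated Cluster 1. Between 71.8% and 78.8% of the probes had at least 1 spot well above background. The median log2 intensity before normalization was 8.65 and 8.21 on the 2 arrays of arr1/10/12 and between 8.75 and 9.61 on the other arrays. Spearman's rho across probes between the 2 arrays of an untreated group, which are not independent measurements, ranged from 0.984 in arr1/10/12 to 0.996 in arr1. The number of arrays limits the precision, and the median standard error of a log2 fold change was 0.16. Replicate 1 of every untreated group lay on one slide and replicate 2 on another. The deviations of replicate 1 from its group mean correlated across probes in all 28 pairs of untreated groups, with r from 0.17 to 0.52. The replicate numbers therefore pair these arrays, and counts from a fit with a replicate block are given beside many of the counts. In simulated arrays with 200 changed probes in arr1, limma recovered 110 at a log2 change of 1 and 180 at a log2 change of 2, with 6 and 9 false calls. At a log2 change of 0.5 it recovered none of them.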

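The probes of the deleted genes were examined on each array before the counts. ARR10 (AT4G31920) had a log2 signal of 8.07 ± 0.71 (SD, n = 2) in arr10 and 13.42 ± 0.24 (SD, n = 2) in WT, a log2 fold change of −5.35 (standard error 0.26, adjusted p = 6.29e-07 from limma). Its log2 fold change was −6.26 in arr1/10, −6.10 in arr10/12, and −8.42 in arr1/10/12, where its signal was well above background on 1 of 2 arrays. ARR12 (AT2G25180) fell by 6.81 in arr12 (standard error 0.27, adjusted p = 5.68e-08), and its log2 fold change was −6.64 in arr1/12, where it was well above background on 1 of 2 arrays, and −6.24 in arr10/12. In arr1/10/12 it was called down-regulated (adjusted p = 6.66e-10), with a signal not well above background on either array, so no size is given. ARR1 (AT3G16857) had a log2 signal of 12.00 ± 0.02 in WT, 8.21 ± 0.10 in arr1/10, 7.89 ± 0.08 in arr1/12, and 7.66 ± 0.11 in arr1/10/12 (SD, n = 2 each). Its log2 fold change was −3.79 in arr1/10 (adjusted p = 1.16e-09) and −4.34 in arr1/10/12 (adjusted p = 1.13e-10). On the arrays labelled arr1, the log2 signal of ARR1 was 12.27 and 12.52, a log2 fold change of 0.40 (standard error 0.11, adjusted p = 0.209, and 0.0852 with the replicate block). With each array left out in turn, this fold change stayed between 0.27 and 0.52. The paper's value for ARR1 in arr1 in Table S1 is 0.36. Of the 12 pairs of a deleted gene and a mutant that lacks it, 11 were called down-regulated, and ARR1 on the arrays labelled arr1 was the exception. In what follows, arr1 stands for the arrays with that label.

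**Figure D1:**
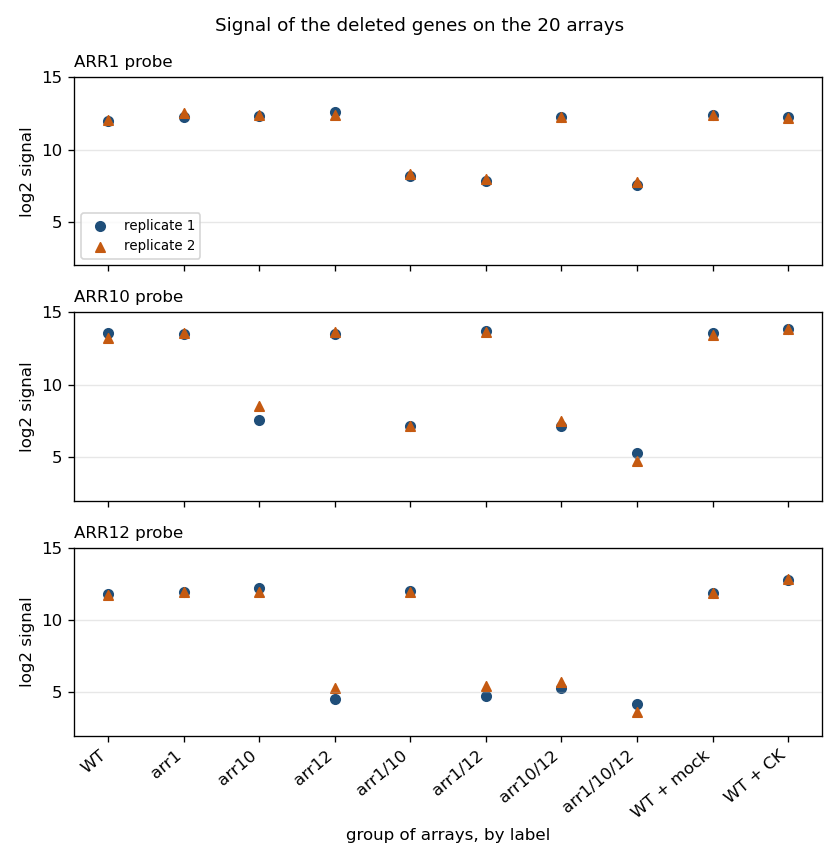
Quantile normalized log2 signal (vertical axes) of the ARR1, ARR10, and ARR12 probes on the 20 arrays, by group (horizontal axis), with circles for replicate 1 and triangles for replicate 2. ARR1 lies between 7.58 and 8.28 on the arrays of arr1/10, arr1/12, and arr1/10/12, and at 11.99 or above on all other arrays, with the 2 labelled arr1 among them.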

To distinguish whether target genes require one or multiple of ARR1, 10, and 12, we further generated gene expression profiles from single (*arr1*, *10*, and *12*), double (*arr1/10*, *arr1/12*, and *arr10/12*), and triple (*arr1/10/12*) deletion mutants of *ARR1*, *10*, and *12*.

We first examined target genes regulated by duplicated TFs by identifying differentially expressed genes (DEGs) in the following seven comparisons using an integrative statistical method previously reported^22^: 1–3) *arr1* versus WT, *arr10* versus WT, and *arr12* versus WT; 4–6) *arr1/10* versus WT, *arr1/12* versus WT, and *arr10/12* versus WT; and 7) *arr1/10/12* versus WT. From these comparisons, 916 DEGs (571 up-regulated and 345 down-regulated genes) were identified in single mutants (Comparisons 1–3), 2,137 DEGs (1,080 up-regulated and 1,057 down-regulated genes) in double mutants (Comparisons 4–6), and 4,820 DEGs (2,023 up-regulated and 2,797 down-regulated genes) in the triple mutant (Comparison 7) (Fig. 1A). 

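On these arrays, limma called 65 probes in at least 1 single mutant (32 up-regulated and 33 down-regulated), 1073 in at least 1 double mutant (557 and 517, of which 1 probe went both ways), and 18503 in the triple mutant (7904 and 10599). With the replicate block, the counts were 366 (263 and 103), 3047 (1629 and 1421), and 21082 (9031 and 12051). The fit gives all groups the same spread at a probe. Estimated array weights, lower where arrays vary more, ranged from 0.324 in arr1/10/12 to 2.71 in cytokinin-treated WT. With these weights, 82, 1467, and 13806 probes were called. A fit on the arrays of each comparison, which has fewer arrays, called 17, 41, and 9827. The order held, but the sizes depend on how the spread is shared between groups. The integrative method of the Methods, with its empirical distributions drawn from all 20 arrays, called 423, 997, and 7636 probes. The highest counts of the single mutants came from the methods' t-test at an unadjusted p of 0.05 or less, with 2608 probes up-regulated and 2018 down-regulated, and the lowest from the same t-test after Benjamini-Hochberg adjustment, with 0 and 1. The up-regulated probes of the single mutants numbered 14 without WT replicate 1. Their down-regulated probes numbered 17 without arr1 replicate 1 and 59 without arr12 replicate 1. Without WT replicate 2, the double mutants had 161 up-regulated and 98 down-regulated probes.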

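By mutant, limma called 34 probes in arr1 (16 up-regulated and 18 down-regulated), 15 in arr10 (6 and 9), and 43 in arr12 (20 and 23). With the replicate block these were 183 and 69 in arr1, 59 and 24 in arr10, and 156 and 49 in arr12. Among the double mutants, 328 probes were called in arr1/10 (178 and 150), 952 in arr1/12 (485 and 467), and 104 in arr10/12 (73 and 31). The replicate block gave 946 and 694 in arr1/10, 1272 and 1160 in arr1/12, and 422 and 189 in arr10/12. At an unadjusted p under 0.05 the numbers ranged from 2879 in arr10 to 20123 in arr1/10/12. The median absolute log2 fold change of the called probes was 1.81 in arr1, 0.69 in arr1/12, and 0.89 in arr1/10/12. Of the 5 probes that rose most in arr1/10/12, 1 is paired with a gene, AT1G23130 (adjusted p = 0.000193), which was not well above background in WT, so no fold is given. Beside the deleted genes, CYP93D1 (AT5G06900) was among the 5 probes that fell most (adjusted p = 3.45e-10), to a signal not well above background on either array.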

The increase in the numbers of DEGs from single, double to triple deletion mutants indicates that duplication of the ARR TFs increased the size of target genes.

To examine the regulatory structure between duplicated TFs and the target genes (i.e., the DEGs), we first categorized the DEGs into Clusters 1–15 (Fig. 1B; Table S1) based on their differential expression (up- or down-regulation) in the mutants of *ARR1*, *10*, and *12* (Methods). For each cluster, we then mapped an AND or OR regulatory structure that was inferred from differential expression of the DEGs in single, double, and triple mutants. For example, 291 genes in Cluster 7 were down-regulated in *arr1/12* double mutants, but not changed in expression in any of single mutants (*arr1*, *10*, and *12*), nor in *arr1/10* and *arr10/12*. These data indicate that the 291 genes were regulated by either ARR1 or ARR12 (1∨12 in Fig. 1B). Also, 102 genes in Cluster 10 were up-regulated in all three single mutants (*arr1*, *10*, and *12*), suggesting that all the three ARRs were required to suppress the expression of these genes (1∧10∧12 in Fig. 1B).

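Sorted by the rules of Fig. 1B, 351 probes were called down-regulated in arr1/12 and in no other double mutant or single mutant, and 335 were up-regulated in that pattern. With the replicate block these were 611 and 528. The 291 genes of Cluster 7 in Table S1 all had a lower signal in arr1/12 than in WT, with a median log2 fold change of −0.69. Of them, 105 were called down-regulated in arr1/12 among all probes tested (168 with the replicate block) and 263 when adjusted over the list alone. The study chose this list on the same arrays, so the last count is not independent evidence. The median log2 fold change of these genes was −0.13 in arr1, −0.01 in arr10, −0.13 in arr12, −0.47 in arr1/10, −0.34 in arr10/12, and −1.43 in arr1/10/12.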

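The contrast of arr1/12 with the sum of both single-mutant changes was tested with limma. Over all probes, 37 differed from the sum (18 above and 19 below it), 71 with the replicate block, and 3726 had an unadjusted p under 0.05. Of the 351 down-regulated probes, 4 lay below the sum at an adjusted p under 0.05, and of the 335 up-regulated probes, 8 lay above it. Sorting by the calls of the replicate block gave 6 and 12. This contrast joins arr1/12, both single mutants, and WT, so its standard error exceeds that of a comparison with WT. Even in a simulated comparison of arr1 with WT, limma recovered none of 200 probes at a log2 change of 0.5. Few calls therefore do not show that the changes add up. The probes were chosen by their change against the same 2 WT arrays that the sum subtracts for each single mutant, so a chance deviation of these arrays moves the sum and these counts. Against WT, the median log2 fold change of the down-regulated probes was −0.72 in arr1/12, −0.21 in arr1, and −0.20 in arr12, and −0.40 for the sum, and that of the up-regulated probes was 0.62, 0.35, 0.31, and 0.65. Against arr10 in place of WT, the median log2 difference of the down-regulated probes was −0.60 in arr1/12, −0.09 in arr1, and −0.08 in arr12, and that of the up-regulated probes was 0.36, 0.07, and 0.05. Among the 291 genes of Table S1, 1 lay below the sum, and 2 with the replicate block.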

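In all 3 single mutants, limma called 4 probes up-regulated and 6 down-regulated, and 47 and 17 with the replicate block. At an unadjusted p under 0.05 there were 945 and 380. All comparisons share the 2 untreated WT arrays, so calls common to the mutants were also counted in 20 simulated datasets without a difference between any groups. There, limma called none at an adjusted p under 0.05, and a mean of 77.95 up-regulated and 74.25 down-regulated probes at an unadjusted p under 0.05. The integrative method called 30 up-regulated and 16 down-regulated probes on the real arrays, and a mean of 27.25 (17 to 36) and 24.75 (15 to 33) in the simulated datasets. These datasets took the spread of a fit without a replicate block, so the means are a rough guide only. Some of the 10 probes called by limma were picked after their values were seen. The up-regulated probes A_84_P22244 and A_84_P21298 were well above background on both arrays of each single mutant and on neither WT array, so no size is given. None of the up-regulated probes is paired with a gene. The down-regulated AT5G24240 had a mean log2 signal of 11.55 in WT and 8.62, 8.56, and 8.52 in the single mutants, and AT3G28899 had 10.29 in WT and 6.56, 6.05, and 5.78. In mock-treated WT, AT5G24240 was at 11.25 and AT3G28899 at 9.84. Of the down-regulated Cluster 10 of Table S1, 29 genes were tested, with median log2 fold changes of −1.06 in arr1, −1.09 in arr10, and −0.99 in arr12. Of these, 8, 5, and 10 were called down-regulated in arr1, arr10, and arr12, 11, 10, and 10 with the replicate block, and 17, 18, and 17 when adjusted over the list alone.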

From this analysis, we found total 15 distinct regulatory structures (Clusters 1–15 in Fig. 1B; Fig. S1) for up- or down-regulated genes. 

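Apart from the clusters of Groups 1–4, the sorting of the limma calls put 25 up-regulated and 5 down-regulated probes in Cluster 11 and 94 and 85 in Cluster 12. With the replicate block these were 187 and 57 in Cluster 11 and 311 and 393 in Cluster 12. Cluster 14 held 8 and 3 probes, and 34 and 36 with the replicate block. Clusters 4, 6, 8, and 13 held at most 3 probes in each direction, and at most 35 with the replicate block.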

Cluster 1, 2, or 3 represents the regulatory structure defined by a single TF. However, Clusters 4–15 were defined by combinations of duplicated TFs and represent the regulatory structures additionally acquired through duplication of TFs. Of the 15 clusters, we selected the 10 clusters with top 50^th^ percentile of up- or down-regulated cluster sizes (Methods). We then grouped them into five groups based on the similarity in their regulatory structures (Fig. 1B; Fig. S1): **Group 1**) Clusters 1–3 regulated uniquely by individual TFs; **Group 2**) Clusters 5, 7, and 9 with OR logics of two TFs; **Group 3**) Cluster 10 with AND logic of three TFs; **Group 4**) Cluster 15 with OR logic of three TFs; and **Group 5**) Clusters 11–12 with mixed AND and OR logics of three TFs. Of these five groups, we focused on Groups 1–4 in the following analyses (Fig. 1C) because Group 5 included Cluster 11 [(1∧10)∨(1∧12)∨(10∧12)] that embedded the AND logics of two TFs (e.g., 1∧10) not significant in their cluster sizes and Cluster 12 [1∨(10∧12)] whose parallel structures with the similar logics (Clusters 13–14) were not significant. These data indicated that duplication of TFs extensively extended the regulatory structure, as well as the size of target genes as shown in Fig. 1A.

### Extended regulatory structures contribute to robustness and diversification in transcriptional regulation of target genes

Gene duplication was previously reported to provide robustness and also diversification in functions of duplicated genes^1^,^5^,^6^. This previous finding led to a notion that duplication of the ARR TFs might provide robustness and/or diversification in transcriptional regulation of downstream target genes. To test this notion, we examined Groups 1–4 representing the major transcriptional regulatory relationships in the extended structure for up- and down-regulated genes (Fig. 2A). 

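Clusters 5, 7, and 9 together (Group 2) held 404 up-regulated and 395 down-regulated probes, and 851 in each direction with the replicate block. Cluster 15 (Group 4), with a call in the triple mutant only, held 7508 and 10126. When no change also required an unadjusted p of at least 0.05 in the other mutants, Group 2 held 73 and 25 probes and Group 4 held 4574 and 6184. Group 2 moved with single arrays. It held 123 up-regulated and 61 down-regulated probes without WT replicate 2, 719 up-regulated probes without arr12 replicate 1, and 621 down-regulated probes without arr1/10/12 replicate 1. In the 20 simulated datasets without a difference between groups, limma put a mean of 0.15 up-regulated and 0.05 down-regulated probes in Group 2. In Group 4, the change in the triple mutant lay beyond the sum of the 3 single mutants, at an adjusted p under 0.05, for 3251 of the up-regulated and 4658 of the down-regulated probes. The median log2 fold change of the down-regulated probes was −0.85 in the triple mutant against −0.10 for the sum, and that of the up-regulated probes was 0.92 against 0.12. The 791 genes of Cluster 15 in the copy of Table S1 were all called down-regulated in the triple mutant, with a median log2 fold change of −1.58, and 609 of them lay below the sum. Group 4 and this list were chosen by the change in the triple mutant, without a call in the single mutants, against the same 2 WT arrays. The choice itself moves the triple mutant away from the sum, so these counts are not independent of it.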

Group 2 or 4 with OR logics included the genes redundantly regulated by two or three ARR TFs, respectively, indicating that duplication of the ARR TFs conferred robustness in transcriptional regulation of these genes (Fig. 1B). On the other hand, Clusters 1–3 in Group 1 included the genes uniquely regulated by the individual ARR TFs, respectively, indicating that duplication of the ARR TFs resulted in diversification in target genes of ARR TFs and thereby transcriptional regulation of the target genes (Fig. 1B). Moreover, the genes redundantly regulated by the two ARR TFs in Group 2 were further diversified into Clusters 5, 7, and 9, indicating that Group 2 provides both robustness (OR logics) and further diversification (multiple different OR logics). 

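Clusters 1–3 together held 19 up-regulated and 18 down-regulated probes, and 114 and 67 with the replicate block. Cluster 1 held 9 and 8 (77 and 45 with the block), Cluster 2 held 2 and 1 (6 and 2), and Cluster 3 held 8 and 9 (31 and 20). Without WT replicate 1, Group 1 had 8 up-regulated probes, and without arr1/10/12 replicate 1 it had 104. Its down-regulated probes numbered 8 without arr1 replicate 1 and 44 without arr12 replicate 2. The integrative method put 171 up-regulated and 89 down-regulated probes in Group 1. In simulated datasets without a difference between groups it put a mean of 239.2 (200 to 255) and 236.8 (216 to 282) there, and limma a mean of 0.05 up-regulated probes. Both counts of the integrative method on the real arrays lie below these ranges. The simulated datasets took the spread of a fit without a replicate block, and are not read as a chance level for this method. Of the 52 down-regulated genes of Cluster 1 in Table S1, 51 were tested, and all had a lower signal in arr1 than in WT, with a median log2 fold change of −0.62. The same genes had medians of −0.32 in arr10, −0.38 in arr12, −0.55 in arr1/10, −0.59 in arr1/12, and −1.13 in the triple mutant. In arr1, 4 of them were called, 9 with the replicate block, and 39 when adjusted over the list alone. Of the 39 tested genes of Cluster 2, 37 were lower in arr10 (median −0.60) and 1 was called, 2 with the replicate block, and 20 over the list. In the other mutants without ARR10, the medians of these genes were −0.24 in arr1/10, −0.19 in arr10/12, and −0.07 in the triple mutant. Of the 104 tested genes of Cluster 3, 100 were lower in arr12 (median −0.66) and 3 were called, 9 with the replicate block, and 32 over the list. Their medians were −0.15 in arr1/12, −0.21 in arr10/12, and −0.05 in the triple mutant. The fall of Clusters 2 and 3 in the single mutant was thus smaller in the other mutants that lack the same gene. Of the 74 tested genes of the up-regulated Cluster 1, all were higher in arr1 (median 0.67) and 2 were called, 16 with the replicate block, and 49 over the list. The lists come from these arrays, so the counts over a list are not independent evidence. Whether a gene changed more in one single mutant than in another was not tested.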

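Within Group 2, Cluster 5 held 42 up-regulated and 37 down-regulated probes, and Cluster 9 held 27 and 7. With the replicate block these were 265 and 189 in Cluster 5 and 58 and 51 in Cluster 9. The change in arr1/10 lay above the sum of arr1 and arr10 at 15 up-regulated probes of Cluster 5 (32 with the replicate block). The change in arr10/12 lay above the sum of arr10 and arr12 at 9 up-regulated probes of Cluster 9 (15 with the block). Among the down-regulated probes, none of Cluster 5 and 1 of Cluster 9 lay below the sum by limma, and 10 and 2 with the block. These probes too were chosen against the WT arrays that enter the sum, and few calls do not show that the changes add up. Over all probes, limma called this difference at 54 in arr1/10 (2272 with the replicate block) and at 25 in arr10/12 (91 with the block). Of the 141 tested genes of Cluster 5 in Table S1, 140 were lower in arr1/10 (median log2 fold change −0.63), and 13 were called, 53 with the replicate block, and 122 when adjusted over the list alone. Of the 94 tested genes of Cluster 9, 93 were lower in arr10/12 (median −0.63), and 3 were called, 25 with the replicate block, and 70 over the list. From the genes with OR logics in Groups 2 and 4 the paper proposes that duplication of the ARRs gave robustness to the regulation of these genes. From the genes specific to single ARRs and the separate clusters of Group 2 it proposes that duplication also diversified this regulation.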

All these data suggest that duplication of the ARR TFs contributes to robustness and diversification in transcriptional regulation of target genes.

### Extended regulatory structures contribute to robustness and diversification in cellular functions of target genes

The extended regulatory structures by duplication of TFs provided robustness and diversification in transcriptional regulation of the downstream target genes. This further led to a notion that duplication of TFs can then contribute to robustness and diversification in cellular functions of their downstream target genes through the extended regulatory structures. To test this notion, we performed the enrichment analysis of gene ontology biological processes (GOBPs) for the genes in the clusters of Groups 1–4 using DAVID software^23^ (Fig. S2; Table S2 and S3). The GOBPs represented by the down- and up-regulated genes in Group 2 (Clusters 5, 7, and 9) included the processes mainly related to stress responses (responses to heat, reactive oxygen species, cadmium ion, etc.), metabolism (ethylene, abscisic acid, terpenoid, and fatty acid metabolic processes), and defense responses (apoptosis, response to bacterium, and defense response) (Fig. 2B). These GOBPs corresponded to cellular functions redundantly regulated by two of the three ARR TFs. Similarly, the GOBPs represented by Group 4 are cellular processes redundantly regulated by the three ARR TFs (Cluster 15 in Fig. S2). These data indicate that duplication of the ARR TFs contributes to robustness in cellular functions of the target genes.

To examine whether duplication of the TFs contributes to diversification in cellular functions of the target genes, we then compared the GOBPs represented by Clusters 1–3 uniquely regulated by the individual ARR TFs. The GOBPs represented by Clusters 1–3 largely differed from each other, indicating that duplication of the ARR TFs contributed to diversification in cellular functions of their target genes (Fig. 2C). For example, for the down-regulated genes, Cluster 1 were associated with cytokinin mediated signaling, Cluster 2 with defense responses (defense response to fungus and cell killing), and Cluster 3 with stress responses (responses to oxidative stress, salt stress, water deprivation, etc.). Moreover, we showed above that the genes redundantly regulated by the two ARR TFs in Group 2 were further diversified into Clusters 5, 7, and 9. 

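The genes that Table S2 lists for these terms were taken from the cluster and mutant named with each. The 2 genes of cytokinin mediated signaling in Cluster 1 had a median log2 fold change of −0.72 in arr1, and limma called 1 of them, and both with the replicate block. The 3 genes of defense response to fungus in Cluster 2, which are also those of cell killing, had a median of −0.55 in arr10 (−0.64 to −0.54). Limma called none of these 3, 1 with the replicate block, and all 3 had an unadjusted p under 0.05. In arr12, the 5 genes of response to oxidative stress in Cluster 3 had a median of −0.93 (−4.32 to −0.09). None was called, 1 with the replicate block, and 4 had an unadjusted p under 0.05. The 5 genes of response to salt stress had a median of −0.45, with 1 called. The 4 genes of response to water deprivation had a median of −0.59, with none called, 1 with the replicate block, and 2 at an unadjusted p under 0.05. All genes listed for these terms had a lower signal than in WT.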

Comparison of the GOBPs represented by Clusters 5, 7, and 9 revealed that a number of GOBPs were uniquely represented by the individual clusters, respectively (Fig. 2B). For example, for down-regulated genes, response to hormone stimulus, secondary metabolic process, and response to reactive oxygen species were uniquely represented by Clusters 5, 7, and 9, respectively. 

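The 10 genes listed for response to hormone stimulus in Cluster 5 had a median log2 fold change of −0.75 in arr1/10 (−1.20 to −0.48), and limma called 2 of them (3 with the replicate block). In arr1/12, the 18 genes of secondary metabolic process in Cluster 7 had a median of −0.62 (−0.93 to −0.50), with 6 called (13 with the replicate block). The 3 genes of response to reactive oxygen species in Cluster 9 had a median of −0.92 in arr10/12, with 1 called. Over these terms and those of Clusters 1–3, 11 of 53 entries (48 distinct genes) were called, 24 with the replicate block, and 43 when adjusted over the list alone. The authors chose these lists on the same arrays, so the last count is not independent evidence. Without WT replicate 2 no entry was called, and without arr1/10/12 replicate 1 there were 20.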

All these data suggest that the extended regulatory structure by duplication of the ARR TFs contributes to robustness and diversification in cellular functions of target genes.

### Extended regulatory structures contribute to robustness and diversification in regulation of hormone signaling networks

Redundant genes were previously reported to be significantly enriched in signaling pathways, resulting in robustness and diversification in cellular signaling^4^. In plants, hormones control a broad spectrum of cellular processes associated with growth and development of plants^24^. Thus, we examined whether the extended regulatory structure by duplication of the ARR TFs contributed to robustness and diversification in hormone signaling. To this end, we counted how many molecules involved in signaling networks of seven representative hormones [cytokinin (CK), abscisic acid (ABA), ethylene (ET), jasmonic acid (JA), auxin (Aux), gibberellins (GA), and brassinosteroid (BL)] in *Arabidopsis* (Methods) belonged to Groups 1–4. For example, for ABA signaling, we obtained 418 genes involved in the ABA signaling network from previous literatures^25^,^26^ and GO database^27^. First, Groups 2 and 4 included 24 and 70 of the 418 genes, respectively (5.7 and 16.7% in Fig. 3A). Second, Clusters 1–3 in Group 1 included 13, 1, and 9 of the 418 genes, respectively (3.1, 0.2, and 2.2% in Fig. 3B). Third, Clusters 5, 7, and 9 in Group 2, which represent diversification of the genes redundantly regulated by two ARR TFs, included 5, 13, and 6 genes, respectively (1.2, 3.1, and 1.4% in Fig. 3B). Similarly, the ET, JA, Aux, and BL signaling networks included the molecules in Groups 2 and 4 (Fig. 3A), as well as Clusters 1–3 in Group 1 and Clusters 5, 7, and 9 in Group 2 (Fig. 3B). These data indicate that duplication of the ARR TFs contributes to robustness (Groups 2 and 4) and diversification (Clusters 1–3 of Group 1 and Clusters 5, 7, and 9 of Group 2) in the hormone signaling networks.

To further understand the effects of the extended regulatory structure on hormone signaling networks, we reconstructed network models for CK and ET signaling. The CK signaling network (Fig. 3C) was mainly represented by the down-regulated genes in the ARR deletion mutants (Fig. S3A). Interestingly, three upstream molecules in CK signaling (a CK receptor, WOL, and two phosphotransfer proteins, AHP2 and AHP3) belonged to Group 4 (1∨10∨12) (Fig. 3C). Moreover, three ARRs (ARR3/8/9), intermediate signaling molecules in CK signaling, belonged to Group 4. Furthermore, many downstream responsive genes (e.g., SHY2, ACS5, MEE3, and EXPA15) belonged to Group 2 or 4. 

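WOL (AT2G01830) had a log2 signal of 9.62 ± 0.12 (SD, n = 2) in arr1/10/12 and 10.65 ± 0.07 (SD, n = 2) in WT, a log2 fold change of −1.03 (standard error 0.16, adjusted p = 0.000131 from limma). With each array left out in turn it was called each time, with a log2 fold change between −1.12 and −0.95. AHP2 and AHP3 were not analysed here.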

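ARR3 (AT1G59940) had a log2 signal of 7.23 ± 0.26 (SD, n = 2) in arr1/10/12 and 10.42 ± 0.14 (SD, n = 2) in WT, a log2 fold change of −3.19 (standard error 0.13, adjusted p = 2.93e-09 from limma). ARR8 and ARR9 were not analysed here.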

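SHY2 (AT1G04240) had a log2 signal of 10.31 ± 0.15 (SD, n = 2) in arr1/12 and 11.10 ± 0.02 (SD, n = 2) in WT, a log2 fold change of −0.79 (standard error 0.16, adjusted p = 0.0226 from limma). It was not called when any 1 of these 4 arrays was left out, with an adjusted p of up to 0.134. ACS5 (AT5G65800) had a log2 fold change of −1.21 in arr1/12 (standard error 0.34, adjusted p = 0.0821), and it was called with the replicate block (adjusted p = 0.0419). SHY2 was also called down-regulated in the triple mutant, with a log2 fold change of −3.75. ACS5 was called there too, with a signal not well above background on either array. In the triple mutant, EXPA15 (AT2G03090) had a log2 fold change of −2.45 (standard error 0.12, adjusted p = 9.64e-09), larger than the spread between replicates of 0.26 (SD, n = 2). MEE3 (AT2G21650) was not well above background on either array of the triple mutant and had a log2 fold change of −2.57 there (adjusted p = 2.09e-06). Near the background this size depends on the processing, and it ranged from −3.03 to −1.14 over the alternatives and with each array left out.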

All these data suggest that duplication of the ARR TFs can contribute to robustness in all the layers of CK signaling (upstream, intermediate, and downstream layers). On the other hand, the intermediate signaling layer included two ARRs (ARR5/7) belonging to Cluster 1 (Group 1), and two ARRs (ARR11/15) belonging to Clusters 5 and 7 (Group 2), respectively, unlike the upstream layer that included no DEGs belonging to Group 1 or 2. Moreover, the downstream layer included a responsive gene, ASL9, in Cluster 1, and four responsive genes (SHY2, ACS5, NAC101, and AT1G30260) in Clusters 5, 7, or 9 (Fig. S3B). These data suggest that duplication of the ARR TFs contributes to diversification mainly in the intermediate and downstream layers of hormone signaling.

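In arr1, ARR7 (AT1G19050) had a log2 signal of 10.83 ± 0.08 (SD, n = 2) against 11.66 ± 0.12 in WT (SD, n = 2), a log2 fold change of −0.83 (standard error 0.13, adjusted p = 0.0341 from limma). It was not called when any 1 of these 4 arrays was left out, with an adjusted p of up to 0.335. ARR5 (AT3G48100) had 11.12 ± 0.10 in arr1 and 11.74 ± 0.13 in WT, a log2 fold change of −0.62 (standard error 0.11, adjusted p = 0.0933), and it was called with the replicate block (adjusted p = 0.0363). In the triple mutant, ARR7 (−4.845) and ARR5 (−3.03) fell much further and were called. ARR15 (AT1G74890) had a log2 fold change of −1.57 in arr1/12 (standard error 0.25, adjusted p = 0.00742). It was not called without WT replicate 2 or without arr1/12 replicate 1 (adjusted p of up to 0.0592). ARR15 was also called down-regulated in the triple mutant, with a signal not well above background on either array. On the 2 arrays labelled arr1, ARR1 itself was not lower than in WT. ARR11 was not analysed here.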

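ASL9 (AT1G16530) had a log2 fold change of −1.04 in arr1 (standard error 0.16, adjusted p = 0.0363 from limma), with 10.26 ± 0.10 in arr1 and 11.30 ± 0.15 in WT (SD, n = 2 each). NAC101 (AT5G62380) had a log2 fold change of −0.93 in arr1/12 (standard error 0.19, adjusted p = 0.0237). Neither was called when any 1 of its 4 arrays was left out, with an adjusted p of up to 0.347 for ASL9 and 0.166 for NAC101. In the triple mutant, ASL9 (−3.62) and NAC101 (−1.63) were called down-regulated. AT1G30260 had a log2 fold change of −0.64 in arr10/12 (standard error 0.21, adjusted p = 0.179) and was not called. In the triple mutant limma called it in the other direction, with a log2 fold change of 1.24 (standard error 0.21, adjusted p = 0.000276).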

Unlike the CK signaling network, the ET signaling network (Fig. 3D) was mainly represented by the up-regulated genes in the ARR deletion mutants (Fig. S3A). Nonetheless, similar to CK signaling, two upstream receptors (ETR2 and EIN4), two intermediate signaling molecules (ETP1 and EBF2), and four TFs (ERF1/2/8/11) in ET signaling belonged to Group 4 (Fig. 3D). Also, many downstream responsive genes belonged to Group 2 or 4. On the other hand, one intermediate signaling molecule (EIN3) belonged to Cluster 1, and four (CYP94C1, MYBL2, TAT3, and RSH2) and three (SAG113, MBF1C, and MYB32) downstream responsive genes belonged to Clusters 1 and 3, respectively (Fig. S3C). Also, eight responsive genes belonged to Clusters 5, 7, or 9. These data indicate that duplication of the ARR TFs contributes to robustness in all the layers of ethylene signaling, but diversification mainly in the intermediate and downstream layers. 

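EIN3 (AT3G20770) had a log2 signal of 13.71 ± 0.11 (SD, n = 2) in arr1 and 13.42 ± 0.04 (SD, n = 2) in WT, a log2 fold change of 0.29 (standard error 0.09, adjusted p = 0.266 from limma). CYP94C1 (AT2G27690), MYBL2 (AT1G71030), TAT3 (AT2G24850), and RSH2 (AT3G14050) had log2 fold changes of 0.53, 0.90, 0.88, and 0.57 in arr1, with adjusted p of 0.282, 0.234, 0.846, and 0.179. In arr1, none of these 5 genes was called with the replicate block, and each kept a log2 fold change above 0 with each array left out in turn. EIN3 had log2 fold changes of 0.26 in arr10 and 0.24 in arr12, and was called in neither. In the triple mutant, EIN3 (0.73), CYP94C1 (1.40), MYBL2 (4.18), and RSH2 (0.90) were called up-regulated, and TAT3 (0.84) was not. MYBL2 was also called up-regulated in arr1/12 (1.27). In arr12, MYB32 (AT4G34990) had a log2 fold change of −0.60 (standard error 0.10, adjusted p = 0.048). It was not called when any 1 of its 4 arrays was left out, with an adjusted p of up to 0.223. SAG113 (AT5G59220) had a log2 fold change of −0.65 in arr12 (adjusted p = 0.565), and MBF1C (AT3G24500) had −0.58 (adjusted p = 0.422). The genes of Group 4 named for ethylene signaling were not analysed here.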

To examine whether these observations can be also seen in the other hormone signaling networks, we counted how many molecules in the three signaling layers (upstream, intermediate, and downstream) belonged to Groups 1–4, Clusters 1–3 in Group 1, and Clusters 5, 7, and 9 in Group 2 (Fig. 3E). The result showed that the molecules in all the signaling layers preferentially belonged to Group 2 or 4, while the molecules in the intermediate and downstream layers belonged to Clusters 1–3 or Clusters 5, 7, and 9 (Fig. 3E, inlet). All these data indicate that the extended regulatory structure by duplication of the ARR TFs contributed to robustness and diversification in hormone signaling.

### Extended regulatory structures contribute to robustness and diversification in functions of cellular networks of target genes

The extended regulatory structures by duplication of the TFs can affect functions of cellular networks. To understand this notion, we next examined whether the extended regulatory structure affected functions of key molecules in cellular networks. First, a hub-like molecule with a large number of interactors critically affects functions of cellular networks^28^. Thus, we examined whether the extended regulatory structures by duplication of the ARR TFs affected regulation of hub-like molecules. To this end, among the DEGs in the ARR deletion mutants (Fig. 1A), we first identified 302 hub-like molecules (167 up-regulated and 135 down-regulated) using protein-protein interactome (PPI) data in iNID (Methods) and then counted how many the hub-like molecules belonged to Groups 1–4, Clusters 1–3 in Group 1, and Clusters 3, 5, and 7 in Group 2 (Fig. 4A). Many of the hub-like molecules belonged to Groups 2 and 4 with OR logics, suggesting that duplication of the ARR TFs contributes to robustness in regulation of the hub-like regulators. Furthermore, Clusters 1–3 included 12, 3, and 11 hub-like molecules, respectively, and Clusters 5, 7, and 9 included 15, 14, and 11 hub-like molecules, respectively (Fig. 4A, inlet), suggesting that duplication of the ARR TFs contributes to diversification in regulation of hub-like regulators.

Second, clustering coefficients for nodes represent how densely the 1^st^ neighbors of the nodes are connected. The nodes with large clustering coefficients can be highly influential in functions of the networks through dense connections with their neighbors. Thus, we examined whether the extended regulatory structures by duplication of the ARR TFs affected regulation of the nodes with significantly large clustering coefficients. To this end, among the DEGs in the ARR deletion mutants, we first identified 349 genes with large clustering coefficients (199 up-regulated and 150 down-regulated) (Methods) and then counted how many these genes belonged to Groups 1–4 (Fig. 4B). Many of these molecules belonged to Groups 2 and 4 with OR logics. Moreover, Clusters 1–3 included 14, 2, and 4 of these molecules, respectively, and Clusters 5, 7, and 9 included 17, 22, and 14 of these molecules, respectively (Fig. 4B, inlet). These data suggest that duplication of the ARR TFs can lead to robustness and diversification in regulation of these molecules with large clustering coefficients.

Third, we showed above that duplication of the TFs could lead to robustness and diversification in regulation of hormone signaling. Next, we further examined this feature in general cellular signaling networks including the hormone signaling networks. We first identified receptors, kinases, phosphatases, and TFs from the DEGs based on gene ontology molecular functions and counted how many of them belonged to Groups 1–4, Clusters 1–3 in Group 1, and Clusters 5, 7, and 9 in Group 2. These signaling molecules preferentially belonged to Group 4, followed by Group 2 (OR logics) (Fig. 4C). Moreover, kinases, phosphatases, and TFs belonged to Clusters 1–3 in Group 1, and also to Clusters 5, 7, and 9 (Fig. 4D). These data suggest that duplication of the ARR TFs contributes to robustness and diversification in regulation of cellular signaling networks. Taken together, all these data indicate that duplication of the ARR TFs contributes to robustness and diversification in regulation of key regulators, such as hub-like molecules, in cellular networks and thereby in functions of the cellular networks.

### Extended regulatory structures are utilized in responses to exogenous CK treatment

The extended regulatory structures by duplication of the ARR TFs shown in Fig. 1B were identified under the natural condition where the endogenous level of CK was present in the system. Responses after the treatment of exogenous CK were often analyzed in plants to unveil the effects of CK on cellular processes^12^,^19^,^29^,^30^,^31^,^32^. We thus examined how the extended regulatory structures by the duplicated ARR TFs are utilized for the responses to external CK. To this end, we generated gene expression profiles of WT *Arabidopsis* roots treated with exogenous CK for 1 hour (Fig. S4A). 

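For this experiment, roots of WT plants were collected after 1 hour with 5 μM N6-benzyladenine, a cytokinin, or after mock treatment, with 2 arrays each. The authors normalized these 4 arrays apart from the untreated ones, so their table allows no comparison between both sets. The values here come from the same normalization over 20 arrays and the same limma fit as those of the mutants. On the CK-treated arrays, 74.0% and 75.8% of the probes had at least 1 spot well above background. On the mock-treated arrays these were 74.7% and 74.8%. Spearman's rho across probes was 0.998 between the CK-treated arrays. Each of the 4 arrays lay on a slide of its own, without untreated arrays. The residuals of mock-treated and CK-treated arrays with the same replicate number were not correlated across probes (r = −0.04), so the replicate numbers were not read as pairs.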

By comparing gene expression levels between WT roots with and without CK treatment (WT + CK versus WT + mock), we identified 2,347 DEGs (1,080 up-regulated and 1,267 down-regulated genes) in CK-treated WT roots (Fig. 5A).

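On the CK-treated arrays, limma called 2238 probes against mock-treated WT, 1206 up-regulated and 1032 down-regulated, and 6028 probes had an unadjusted p under 0.05. The share of called probes that were up-regulated was 53.9%. With scaling to the 75th percentile of each array in place of quantile normalization it was 43.0%, with 1006 up-regulated and 1332 down-regulated probes. The methods' t-test gave the highest counts without adjustment, 3196 and 2433, and the lowest after Benjamini-Hochberg adjustment, 1 and 0. Without mock-treated WT replicate 1, 565 probes were up-regulated, and without CK-treated WT replicate 2, 474 were down-regulated. Among the 5 probes that rose most were RR16 (ARR16, AT2G40670, log2 fold change 5.87, adjusted p = 8.58e-07 from limma), RR17 (ARR17, AT3G56380, 5.43, adjusted p = 8.08e-06), and ARR15 (4.65, adjusted p = 5.74e-07). ARR5 rose by 3.01 (adjusted p = 4.82e-08), ARR7 by 2.63, and ARR3 by 2.57. The receptor WOL rose by 1.40 (adjusted p = 0.000151). ACS5 rose by 3.79 from a signal well above background on 1 of 2 mock-treated arrays. ASL9, MEE3, SHY2, and EXPA15 rose by 2.14, 1.89, 1.82, and 1.53. NAC101 rose by 0.88 (adjusted p = 0.0126), and this call was lost with 3 of its 4 arrays left out in turn. Among the 5 probes that fell most, AT5G10120 had a log2 fold change of −3.16 (standard error 0.80, adjusted p = 0.0329).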

ARR1, 10, and 12 are positive regulators of CK signaling^19^,^20^,^21^,^31^. To examine how the CK responses are mediated by the duplicated *ARR* genes, we thus focused on the 1,080 up-regulated genes positively regulated by exogenous CK. 

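Of the 1206 probes that limma called up-regulated by CK, 716 were called down-regulated and 214 up-regulated in at least 1 of the 7 mutants. With the integrative method, of 628 probes up-regulated by CK, 304 were down-regulated and 112 up-regulated in a mutant. Normalization and fit within each experiment gave 354 and 87 of 608.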

Of the 1,080 up-regulated genes, 104 and 330 genes were up- and down-regulated, respectively, in the *ARR1, 10*, and/or *12* mutants (Fig. 5B). The up-regulated genes by exogenous CK treatment are expected to be down-regulated by deletion of the ARR TFs. Thus, of these two gene sets, we further focused on the 330 genes that showed the expected expression changes by exogenous CK treatment and in the ARR deletion mutants. 

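Of the probes up-regulated by CK, 669 (55.5%) lay in the down-regulated Groups 1–4, against 30.1% of the other tested probes (odds ratio 2.90, two-sided Fisher's exact test, p = 1.04e-71). In the up-regulated Groups 1–4 lay 201 (16.7%), against 23.6% of the other probes (odds ratio 0.649, Fisher's exact test, p = 9.74e-09). Probes are not independent replicates, so these odds ratios describe these arrays. The second odds ratio was 1.63 with the integrative method, 1.36 with its regrouping of the 4 arrays of each comparison, and 1.22 with the methods' t-test. The first was 1.13 (Fisher's exact test, p = 0.103) when no change also required an unadjusted p of at least 0.05. By group, 120 of the probes were in the down-regulated Group 2 and 541 in Group 4, and Groups 1 and 3 held at most 8 each. In the up-regulated groups, 23 were in Group 2 and 176 in Group 4. Without WT replicate 2, 29 were in the down-regulated Group 2, and without mock-treated WT replicate 1, 255 were in the down-regulated Group 4.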

Interestingly, these 330 genes belonged preferentially to Groups 2 (112 genes, up_dwG2 in Fig. 5C) and 4 (188 genes, up_dwG4 in Fig. 5C), both with OR logic regulatory structures, suggesting that the genes redundantly regulated by the ARR TFs were mainly utilized in the responses to exogenous CK. On the other hand, the ‘up_dwG2' genes included 26, 77, and 9 genes in Clusters 5, 7, and 9, respectively. Thus, this suggests that the redundantly regulated genes were further diversified when they were utilized in the responses to exogenous CK.

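By the limma calls, 16 probes up-regulated by CK were in the down-regulated Cluster 5, 103 in Cluster 7, and 1 in Cluster 9. Of the genes that Table S1 places in these clusters, 21 of Cluster 5, 74 of Cluster 7, and 4 of Cluster 9 were called up-regulated by CK, and 5, 8, and 4 were called down-regulated. Of the 791 genes of Cluster 15 in the copy used, 67 were called up-regulated by CK and 41 down-regulated. The median log2 fold change with CK was 0.11 over the genes of Cluster 5, 0.16 over Cluster 7, and −0.06 over Cluster 9. From the genes in Groups 2 and 4 the paper proposes that the redundantly regulated genes were the ones mainly used in the response to exogenous CK. From their spread over Clusters 5, 7, and 9 it proposes that these genes were further diversified in that response.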

Furthermore, the ‘up_dwG2' genes were involved in secondary/lipid metabolic processes, and peptide transport. 

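The genes that Table S4 lists for these terms in Group 2 were examined in the CK comparison. The 9 genes of secondary metabolic process had a median log2 fold change of 0.98 (0.56 to 1.84), and limma called 7 of them up-regulated. The 5 genes of lipid catabolic process had a median of 1.57 (0.47 to 2.32), with 4 called. All 3 genes of peptide transport were called, with log2 fold changes from 0.84 to 1.64. When adjusted over the list alone, all genes of these terms were called, but the lists were chosen on these arrays.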

The ‘up_dwG4' genes were involved in growth, cell wall organization/modification, circadian rhythm, and regulation of transcription (Fig. 5D; Table S4). Also, the ‘up_dwG2' and ‘up_dwG4' genes were involved commonly in response to cytokinin stimulus and oxidation reduction. These data suggest that these cellular processes redundantly regulated by the ARR TFs are mainly utilized in the responses to exogenous CK. However, the ‘up_dwG2' genes involved in some of these processes included Clusters 5, 7, and 9 (Fig. S4B). For example, the ‘up_dwG2' genes involved in oxidation reduction 5, 7, and 1 genes in Clusters 5, 7, and 9, respectively. Thus, this suggests that diversification of the ‘up_dwG2' genes to Clusters 5, 7, and 9 is further utilized in regulation of the cellular processes in the responses to exogenous CK.

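For response to cytokinin stimulus, Table S4 lists 3 genes in Group 2, all in Cluster 7. Limma called all 3 up-regulated by CK, with a median log2 fold change of 3.80 (0.88 to 4.65). The genes of Group 4 were not analysed here for these terms.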

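The 13 genes of oxidation reduction in Group 2 had a median log2 fold change of 1.32 with CK (0.59 to 3.42), and all rose. Limma called 4 of the 5 genes in Cluster 5 and 6 of the 7 in Cluster 7, and the 1 gene in Cluster 9 was not called. When adjusted over the list alone, all 13 were called, but this list was chosen on these arrays.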

## Conclusions

Our knowledge of duplicated genes in signaling pathways has been limited in the roles of duplicated kinases in cellular signaling. A number of studies showed that duplicated kinases provide genetic buffering that leads to robustness in signaling systems against various perturbations and also diversification to acquire new functional or regulatory strategies over evolution^4^. Our approach provided new knowledge regarding the roles of duplicated TFs in the extension of transcriptional regulatory structures at the system level, leading to robustness and diversification in functions of target genes and in the regulation of the cellular networks of target genes. This knowledge can be used as a comprehensive basis to understand functions of TFs and cellular networks of target genes in signaling systems including duplicated TFs. Furthermore, our approach can be applied to other signaling systems in which TFs are duplicated and functional and regulatory roles of the TFs are still known.

## Methods

### Plant materials and growth conditions

*Arabidopsis thaliana* were grown in an environmentally controlled growth room (Korea Instruments, Seoul, Korea) at 22°C with continuous light. *Arabidopsis* seedlings were grown for 10 days on vertically oriented 1/2 MS agar plates. Root samples were obtained by cutting the plants at approximately the junction of root and hypocotyl with a sharp pincette. WT seedlings were either mock-treated or treated with 5 μM N^6^-benzyladenine (BA, Sigma B 3408) for 1 hour. The loss-of-function mutants of *arr1-3*, *arr10-5*, *arr12-1*, and *arr1-3/12-1* were isolated from the Salk T-DNA collection by using a PCR-based method. The *arr1-3*/*10-5*, *arr10-5*/*12-1*, and *arr1-3/10-5/12-1* were kindly provided by Dr. G. Eric Schaller^19^.

### RNA isolation and microarray experiment

Total RNA was isolated from root tissues using WelPrep™ (Welgene, Daegu, Korea) for microarray experiments. We then checked the integrity of the total RNA using a Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA). The RNA integrity in all samples was sufficiently good for gene expression analysis (RNA integrity number >9.5). According to the standard Agilent protocols, the RNA was reverse-transcribed and amplified, and then hybridized onto the array (Agilent-031025 *Arabidopsis* 8 × 60 k), which includes 62,976 probes corresponding to 28,949 annotated genes (TAIR10). The mRNA levels were measured for two biological replicates for each plant: *arr1*, *arr10*, *arr12*, *arr1/10*, *arr10/12*, *arr1/12*, and *arr1/10/12* with no treatment; and WT (Col-0) with no treatment and with mock or CK treatment. The gene expression data set was deposited at the Gene Expression Omnibus database (GSE62597).

### Microarray analysis

Log_2_-intensities of the probes were first normalized using quantile normalization^33^. To identify DEGs, we then applied an integrative statistical method previously reported^22^ to the following comparisons: 1) untreated mutants (single, double, or triple mutant of *ARR1*, *10*, and *12* genes) versus untreated WT (Fig. 1A); and 2) CK-treated WT versus mock-treated WT (Fig. 5A). Briefly, for each gene, we calculated a T-statistic value using Student's *t*-test and also a log_2_-median-ratio in each comparison. We then estimated empirical distributions of T-statistics and log_2_-median-ratio for the null hypothesis (i.e. the genes are not differentially expressed) by random permutation experiments of all samples. Using the estimated empirical distributions, we computed adjusted *p*-values for the *t*-test and log_2_-median-ratio test for each gene and then combined these *p*-values with Stouffer's method^34^. Finally, we identified DEGs as the ones that have combined *p*-values ≤ 0.05 and absolute log_2_-median-ratios ≥ a cutoff value, 95^th^ percentile of the empirical distribution for log_2_-median-ratios in each comparison (e.g., log_2_-median-ratio = 0.51 for WT versus *arr1*).

### Selection and grouping of major regulatory structures

We first categorized the DEGs into total 239 Patterns based on their differential expression patterns in the single, double, and triple mutants, compared to WT (Fig. S5A). For each of the Patterns, we mapped a regulatory structure using AND and/or OR logics based on up- or down-regulation in single, double, and triple deletion mutations of *ARR1*, *10*, and *12* (Fig. S5B). The clusters mapped with the same regulatory structure were merged (Fig. S5B), and the clusters that could not be mapped to a regulatory structure due to the inconsistent differential expression patterns in the mutants were removed (Fig. S5C). This procedure resulted in the 15 regulatory structures for Clusters 1–15 in Fig. 1B. To select major regulatory structures, we computed 50^th^ percentiles of the sizes of the 15 clusters independently for up- and down-regulated genes (88 for up-regulated and 52 for down-regulated genes; Fig. S5D). We then selected the 10 clusters whose sizes were larger than 88 for up-regulated genes or 52 for down-regulated genes (Fig. 1B). Finally, we grouped them into 5 groups. For each group of the DEGs, the enrichment analysis of GOBPs was performed to identify cellular processes represented by the genes in the group using DAVID^23^. The GOBPs with *p* < 0.1 (a default cutoff) computed from DAVID were selected as the ones enriched by the genes in each group (Fig. 2B).

### Construction of hormone signaling networks

To construct hormone signaling networks, we first collected lists of hormone-related genes from Gene Ontology Biological Process (GOBP) data^27^. Hormone-related genes are defined as the ones annotated with at least one of the following terms: for example, in the case of cytokinin, ‘response to cytokinin', ‘cytokinin biosynthetic process', ‘cytokinin metabolic process', ‘cytokinin transport', and ‘cytokinin-activated signaling pathway'. We then constructed the seven hormone signaling networks with those hormone-related genes based on KEGG pathway^35^, Science Signaling^36^,^37^,^38^, iNID^39^, and previous literatures^25^,^26^,^40^,^41^,^42^.

### Identification of hub-like molecules and the nodes with large clustering coefficients

To identify hub-like molecules, we first calculated the number of interactors (degree) for each protein using PPIs in iNID^39^. We then estimated the empirical distribution of the degree by randomly sampling 100,000 proteins from the whole annotated proteins. Using the estimated empirical distribution, we computed *p*-values for each protein and the proteins with *p* < 0.05 were defined as hub-like molecules. To identify nodes with significantly large clustering coefficients, we performed the same analysis described above, but the empirical distribution and *p*-values was estimated for clustering coefficient, and the genes with *p* < 0.05 were selected as the nodes with significantly large clustering coefficients. Clustering coefficients for the DEGs were computed using Network Analyzer (Release 2.7)^43^ in Cytoscape.

### Analysis of signaling networks

To analyze signaling networks, we categorized the signaling molecules in the DEGs into receptors, kinases, phosphatases, and transcription factors based on gene ontology molecular function (GOMF)^27^ and then obtained the DEGs with the activity of each group of the signaling molecules as the ones with the corresponding GOMF term (e.g., receptor activity).

## Author Contributions

D.H. and H.G.N. designed the experiments and analyses; S.H.C., I.H.L., S.J.P. and I.C.L. performed the experiments; D.Y.H., S.H. and S.H.C. performed data analyses; and S.H.C., D.Y.H., D.H. and H.G.N. wrote the manuscript. All authors reviewed the manuscript.

## Supplementary Material

Supplementary Information Supplementary Information

Supplementary Information Dataset 1

Supplementary Information Dataset 2

Supplementary Information Dataset 3

Supplementary Information Dataset 4

## Figures and Tables

**Figure 1:**
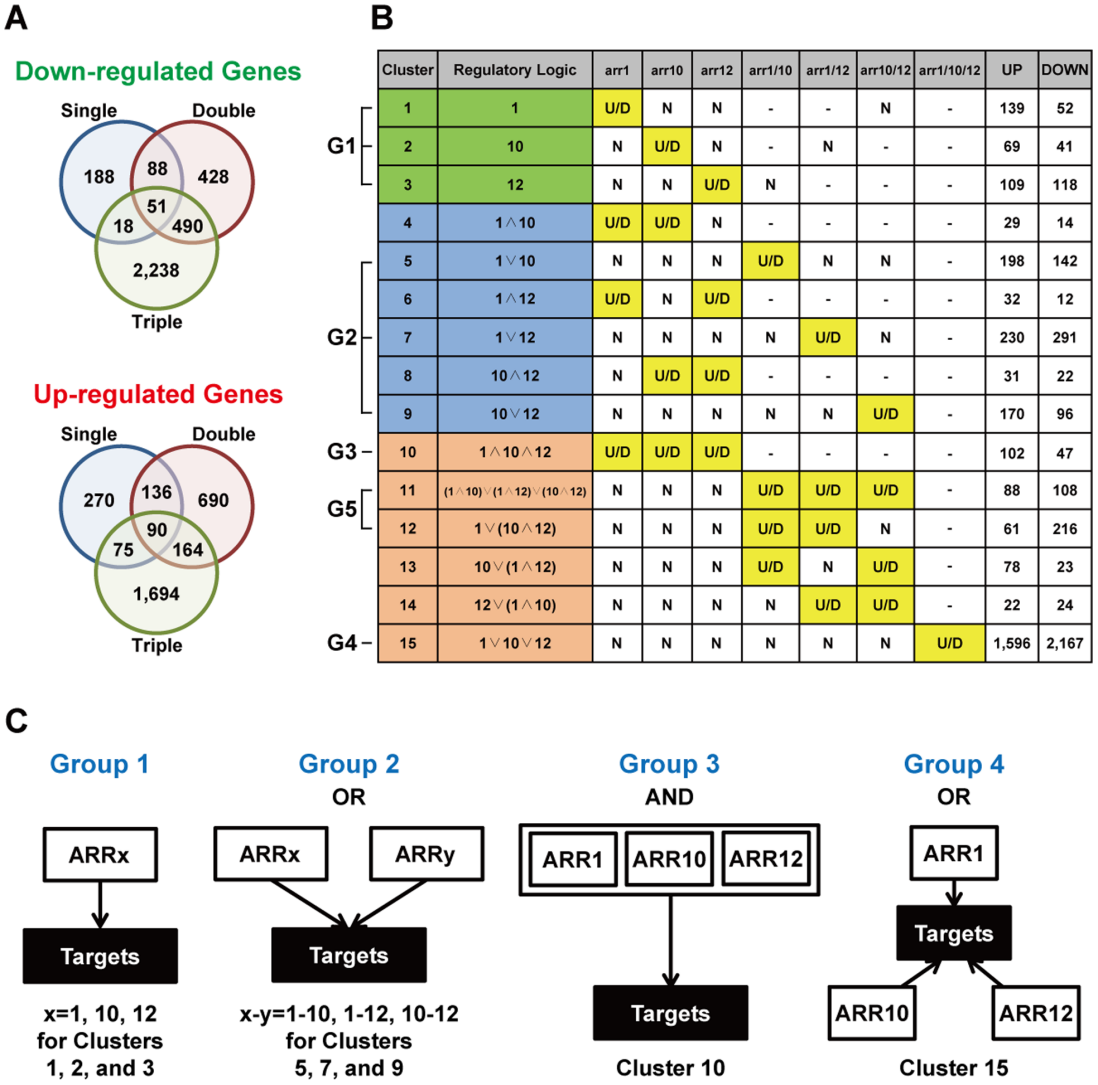
Duplication of *ARR1*, *10*, and *12* extends regulatory structures. (A) Venn diagrams of the genes showing down- (upper) and up- (lower) regulation in single, double, and triple mutants of *ARR1*, *10*, and *12*, compared to WT. (B) Regulatory structures inferred from differential expression patterns in the mutants. For each cluster of the DEGs, the regulatory structure was presented as the regulatory logic. Symbols of ‘∧' and ‘∨' represent ‘AND' and ‘OR' logics, respectively. The numbers of the up- and down-regulated genes for each regulatory logic are also presented. U/D, up- or down-regulation; N, no change. (C) Four major groups of the regulatory structures. Group 1, Clusters 1–3; Group 2, Clusters 5, 7, and 9; Group 3, Cluster 10; and Group 4, Cluster 15.

**Figure 2:**
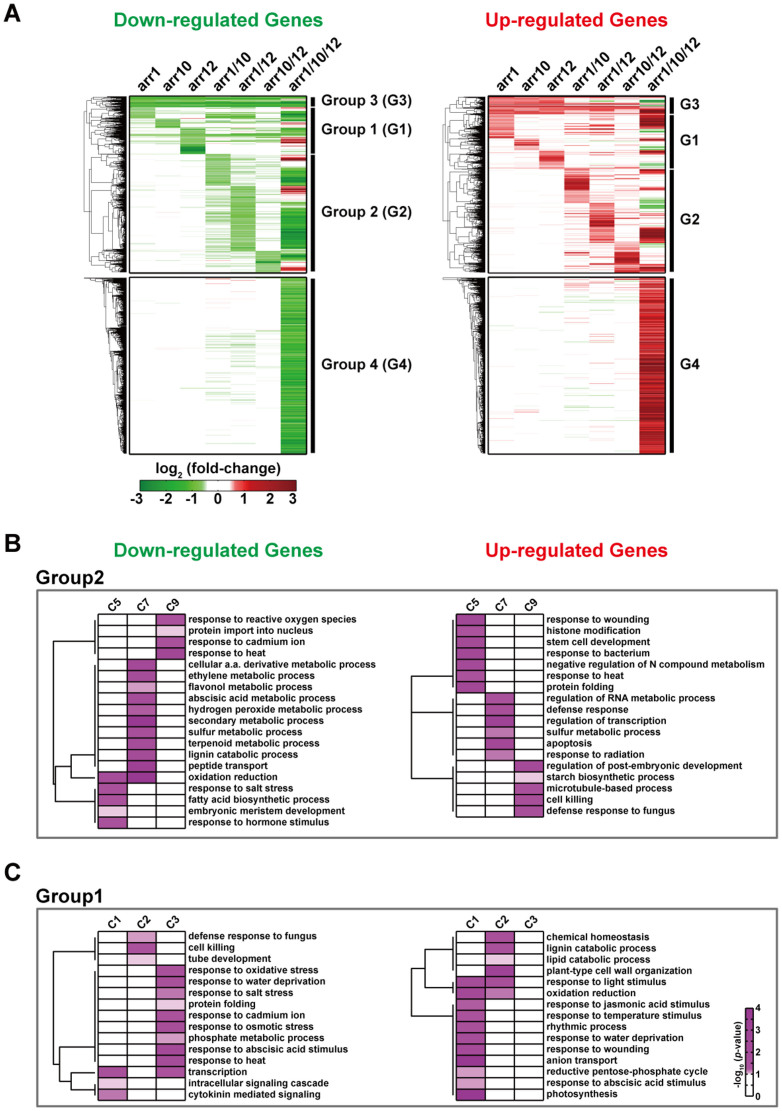
Extended regulatory structures contribute to robustness and diversification in functions of target genes. (A) Down- (left) and up-regulated genes (right) in the four major groups of the DEGs (Groups 1–4) in the single, double, and triple mutants of *ARR1*, *10*, and *12*, compared to WT. Green and red colors represent down- and up-regulation, respectively. Color bar shows the gradient of log_2_-fold-changes of gene expression levels between the mutant and WT. (B–C) GOBPs represented by the down- (left) and up-regulated genes (right) in Groups 2 (B) and 1 (C). The color bar represents the gradient of -log_10_ (*p*-value) where *p*-value is the significance of the GOBPs being enriched by the genes in each group, which was computed from DAVID software. The genes (A) and GOBPs (B–C) in the heat maps were clustered using the log_2_-fold-changes and -log_10_ (*p*-value), respectively, by a hierarchical clustering method (average linkage and Euclidean distance as similarity measure). Clusters 1–3, C1–3; Clusters 5, 7, and 9, C5, C7, and C9; and Groups 1–4, G1–G4.

**Figure 3:**
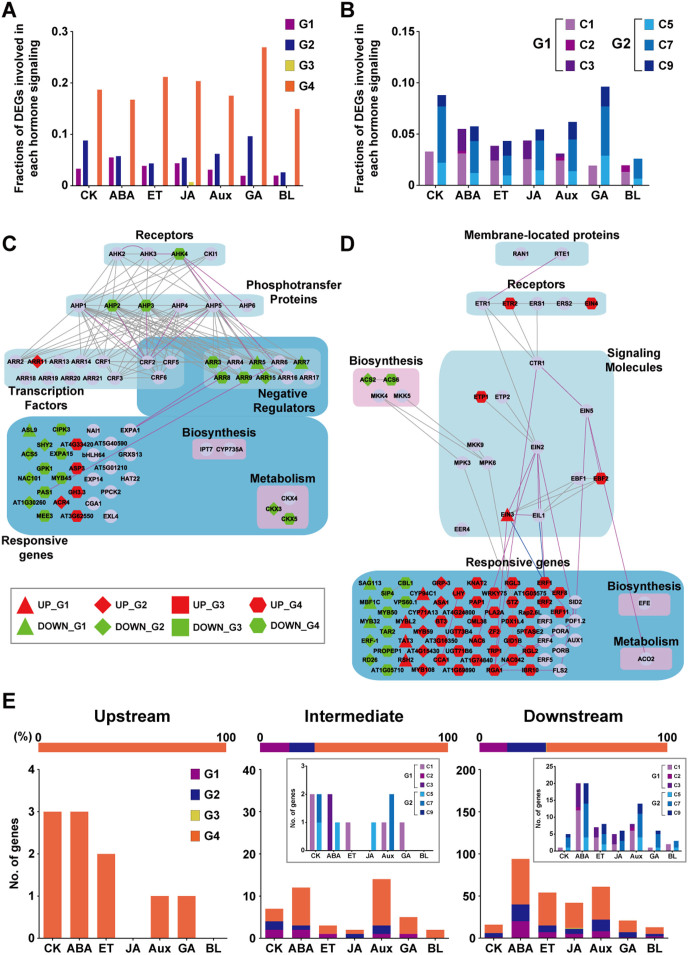
Extended regulatory structures contribute to robustness and diversification in regulation of hormone signaling networks. (A) Fractions of the genes in Groups 1–4 involved in seven hormone signaling networks. The fraction represents the number of the genes in each network divided by the total number of the genes in the network (Methods). CK, cytokinin; ABA, abscisic acid; ET, ethylene; JA, jasmonic acid; Aux, auxin; GA, gibberellin; and BL, brassinosteroid. (B) Distributions of the genes involved in the hormone signaling networks in Clusters 1–3 (C1–C3) in Group 1 and Clusters 5, 7, and 9 (C5, C7, and C9) in Group 2. (C–D) CK (C) and ET (D) signaling networks. Nodes were arranged into functional groups (blue and magenta backgrounds) based on their functions (e.g., receptors or transcription factors). Solid lines indicate PPIs (gray), genetic interactions (purple), or protein-DNA interactions (blue). Triangle, diamond, square, and hexagon nodes denote the genes in Groups 1–4, respectively (see node legend). Red and green nodes denote up- and down-regulated genes, respectively, while purple nodes denote the DEGs not included in Groups 1–4 or the genes in the signaling network with no expression changes in the network. (E) Numbers of signaling molecules in three layers (upstream molecules, intermediate signaling molecules, and downstream responsive genes) that belonged to Groups 1–4 in each hormone signaling network. For each layer of signaling molecules, the upper bar shows proportions of Groups 1–4 in the seven hormone signaling networks. The inlet stacked graph shows distributions of the genes involved in the hormone signaling networks in Clusters 1–3 (C1–C3) in Group 1 and Clusters 5, 7, and 9 (C5, C7, and C9) in Group 2.

**Figure 4:**
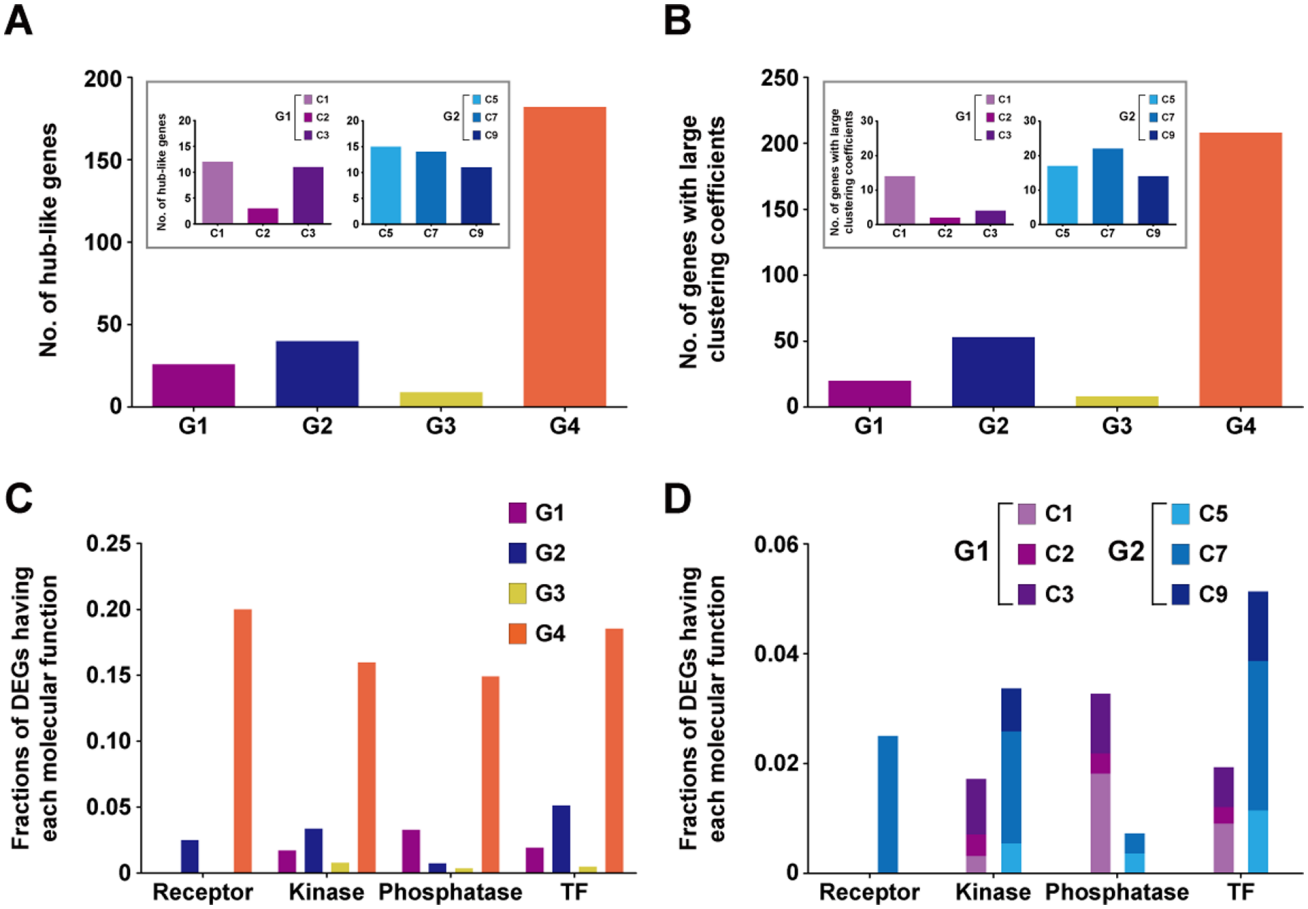
Extended regulatory structures contribute to robustness and diversification in regulation of cellular networks of target genes. (A–B) Numbers of hub-like DEGs (A) and DEGs with significantly large clustering coefficients (B) in Groups 1–4. The inlet stacked graph shows distributions of hub-like DEGs (A) and DEGs with large clustering coefficients (B) in Clusters 1–3 (C1–C3) in Group 1 and Clusters 5, 7, and 9 (C5, C7, and C9) in Group 2. (C) Fractions of the DEGs in Groups 1–4 with receptor, kinase, phosphatase, and TF activities. The fraction represents the number of the DEGs with the activity of each group of signaling molecules (e.g., receptor activity) divided by the total number of *Arabidopsis* genes with the same activity based on GOMF data. (D) Distributions of the DEGs with receptor, kinase, phosphatase, and TF activities in Clusters 1–3 (C1–C3) in Group 1 and Clusters 5, 7, and 9 (C5, C7, and C9) in Group 2.

**Figure 5:**
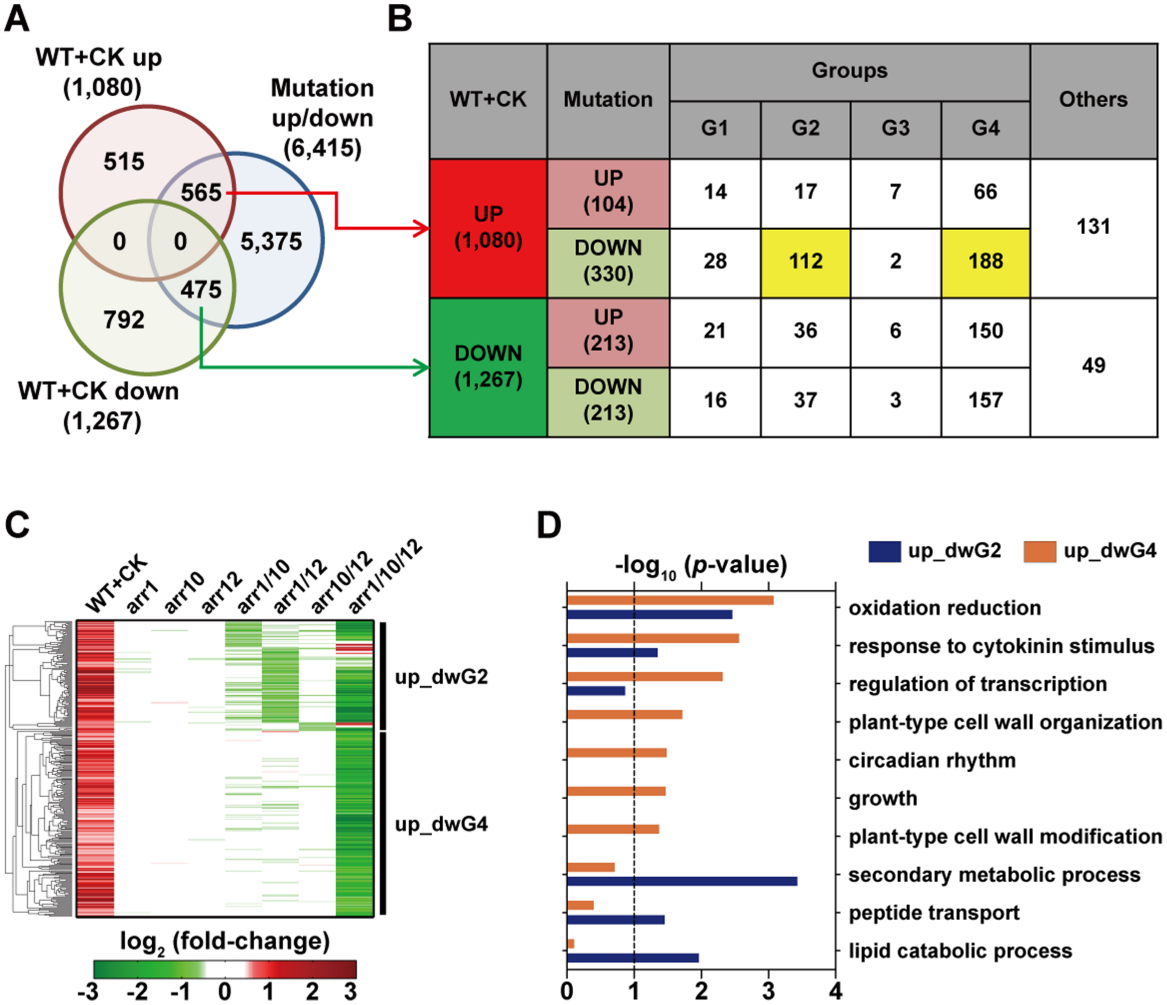
Extended regulatory structures are utilized in the responses to exogenous CK. (A–B) Venn diagram (A) and tabulation (B) showing relationships between the DEGs identified from the ARR deletion mutants (Mutation) and WT after CK treatment (WT + CK). UP, up-regulated genes; DOWN or dw, down-regulated genes. The numbers in parentheses are the numbers of the DEGs in each group. G1–4, Groups 1–4; Others, DEGs not belonging to Groups 1–4. (C) Genes up-regulated in WT by CK treatment and down-regulated genes in Groups 2 (up_dwG2) and 4 (up_dwG4) in the mutants. Green and red colors represent down- and up-regulation, respectively. Color bar shows the gradient of log_2_-fold-changes of gene expression levels in WT with and without CK treatment (1^st^ column) or gene expression levels between the ARR deletion mutants and WT (2^nd^–8^th^ columns). (D) GOBPs represented by up_dwG2 (blue) and up_dwG4 (orange). The bar represents −log_10_ (*p*-value) where *p*-value is the significance of the GOBPs being enriched by the genes in each group, which was computed from DAVID software.

# Supplementary material for: Gene duplication of type-B ARR transcription factors systematically extends transcriptional regulatory structures in Arabidopsis
**Source:** Sci Rep. 2014 Nov 26;4:7197. doi: 10.1038/srep07197
**Supplement:** Supplementary Information

Supplementary Information for

**Gene duplication of type-B ARR transcription factors  
systematically extends transcriptional regulatory structures  
in *Arabidopsis***

Seung Hee Choi<sup>1,\*</sup>, Do Young Hyeon<sup>2,\*</sup>, Il Hwan Lee<sup>1</sup>, Su Jin Park<sup>2</sup>, Seungmin Han<sup>2</sup>,  
In Chul Lee<sup>3</sup>, Daehee Hwang<sup>2,3,4</sup> & Hong Gil Nam<sup>3,4</sup>

<sup>1</sup>Division of Molecular and Life Sciences, POSTECH, Pohang 790-784, Republic of Korea; <sup>2</sup>School of Interdisciplinary Bioscience and Bioengineering, POSTECH, Pohang 790-784, Republic of Korea; <sup>3</sup>Center for Plant Aging Research, Institute for Basic Science, DGIST, Daegu 711-873, Republic of Korea; and <sup>4</sup>Department of New Biology, DGIST, Daegu 711-873, Republic of Korea.

\*These authors equally contributed to this work.

**This PDF file includes:**

Figs. S1 to S5

**Other Supplementary information for this manuscript includes the following:**

Tables S1-4 (as Excel files)

## Figures

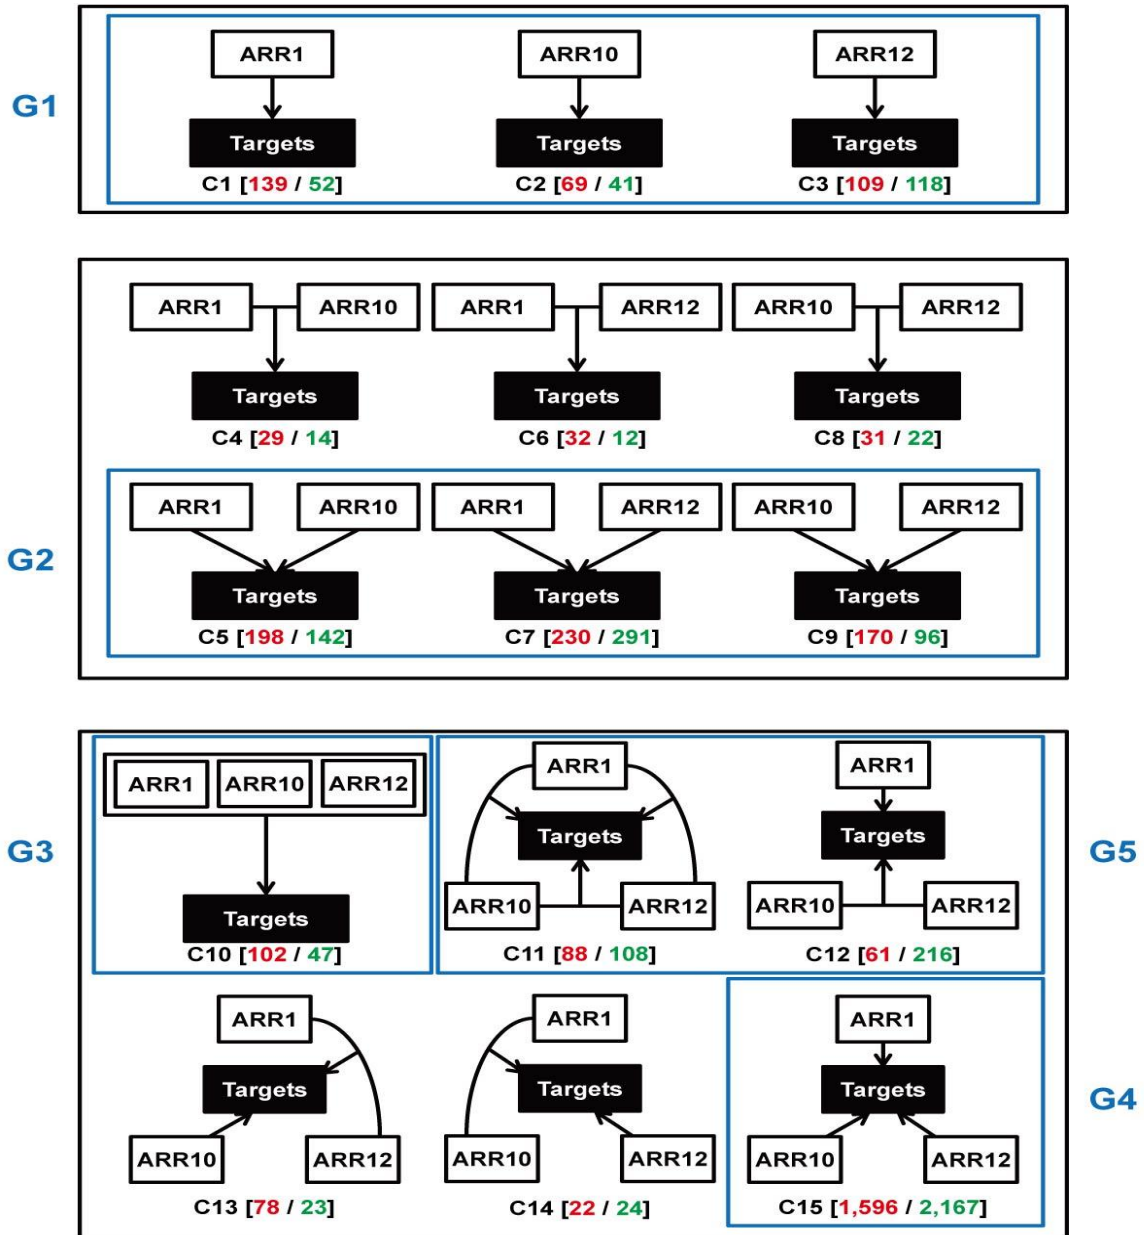

**Fig. S1. 15 transcriptional regulatory structures extended by duplication of *ARR1*, 10, and 12.** The regulatory structures correspond to the 15 clusters of the DEGs shown in **Fig. 1B** (see C1 to C15 below the schematic diagrams describing the regulatory structures). AND ('^') and OR gates ('v') were denoted by the joined and independent arrows, respectively. The five major regulatory structures (G1-5 in **Fig. 1B**) were indicated by the blue boxes. The numbers in the brackets, next to C1-15, represent the numbers of the up- (red) and down- (green) regulated genes belonging in each cluster.

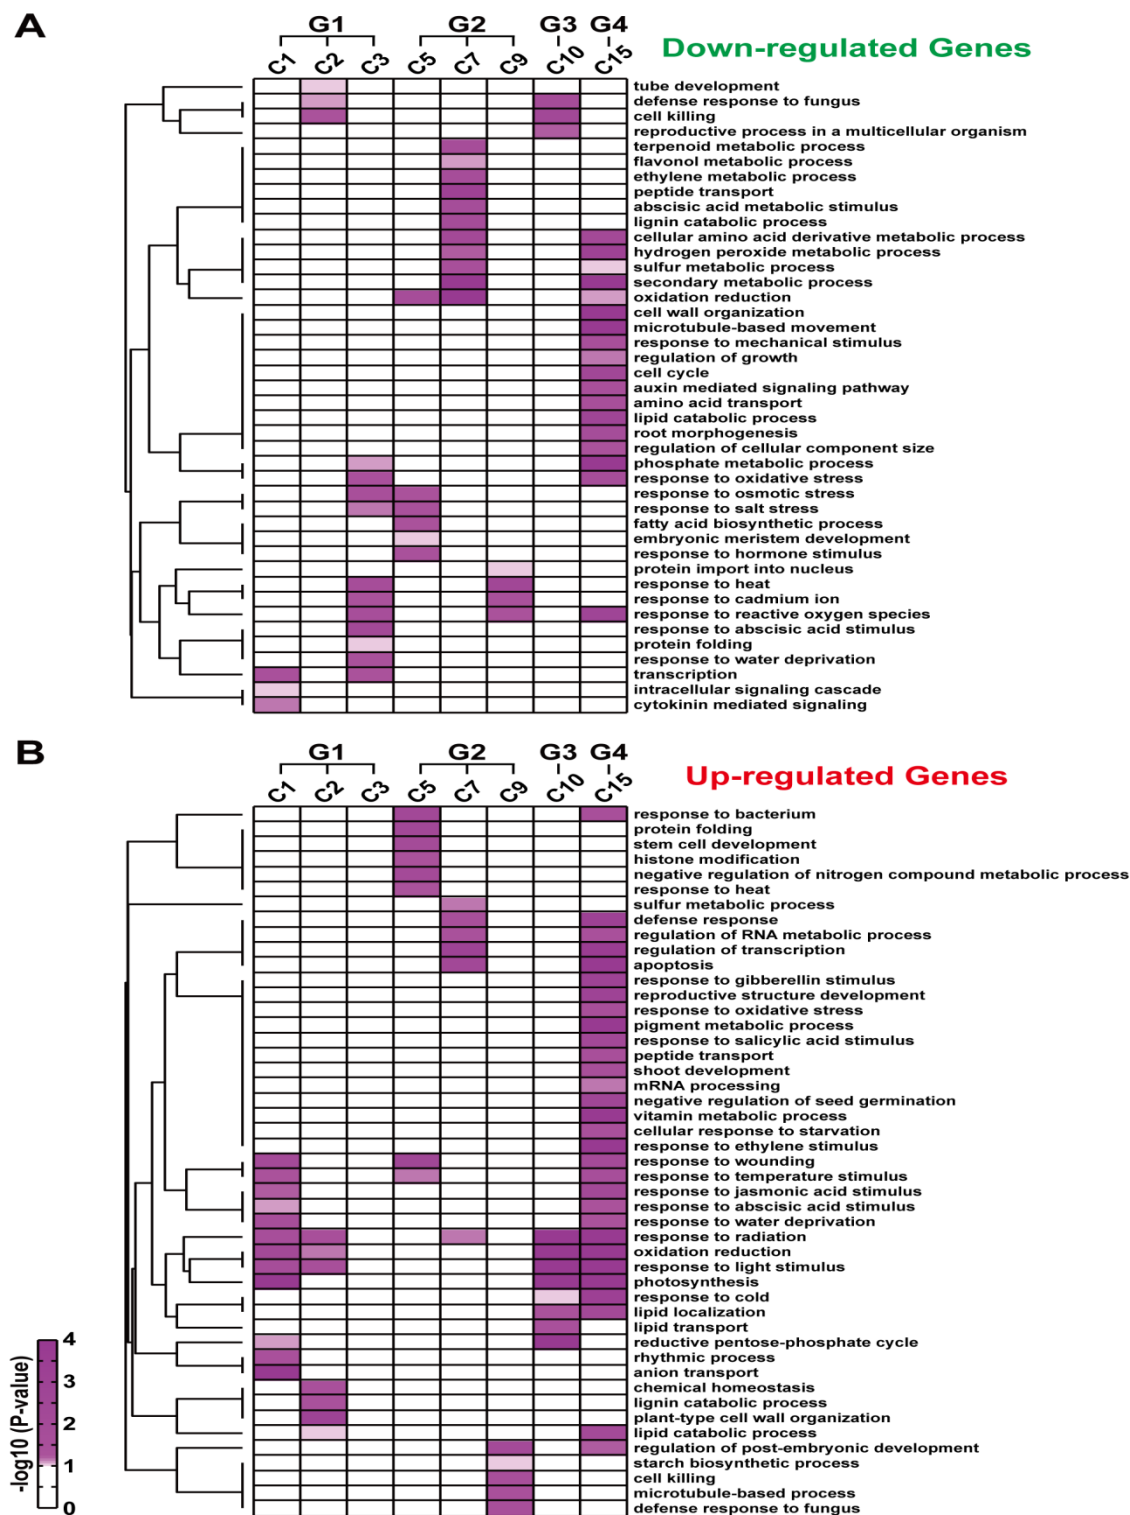

**Fig. S2. GOBPs represented by the down- (upper) and up-regulated genes (lower) in the clusters of Groups 1-4 (Fig. 1B).** The color bar represents the gradient of  $-\log_{10}(p\text{-value})$  where  $p\text{-value}$  is the significance of the GOBPs being enriched by the genes in each cluster, which was computed from DAVID software. The GOBPs in the heat map were clustered using the  $-\log_{10}(p\text{-value})$  by a hierarchical clustering method (average linkage and Euclidean distance as similarity measure).

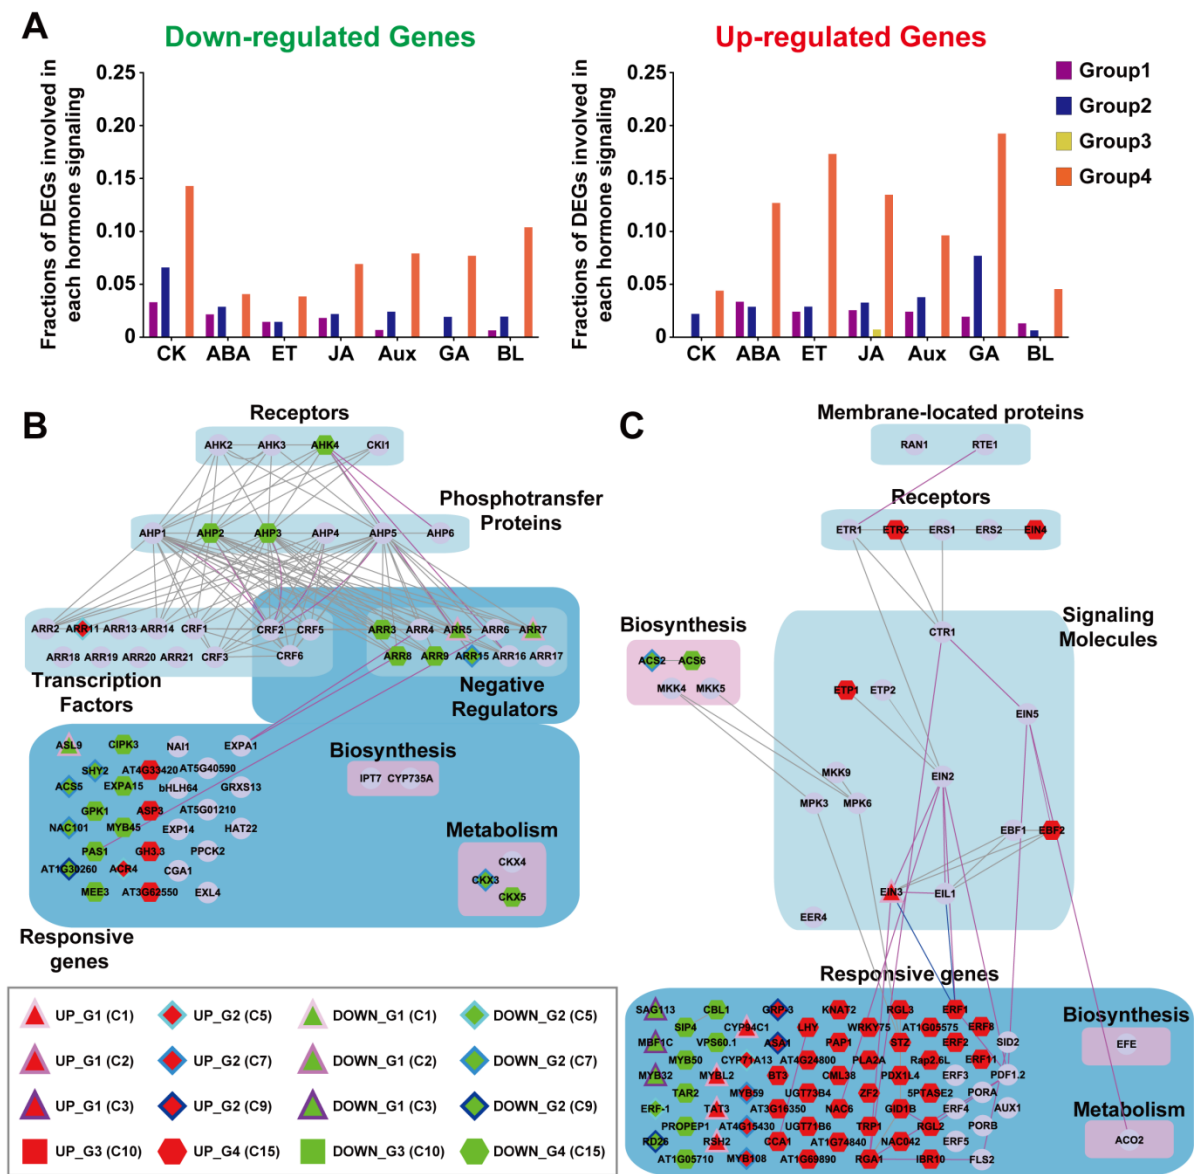

**Fig. S3. Extended regulatory structures contribute to robustness and diversification in regulation of hormone signaling networks.** (A) Fractions of down- (left) and up-regulated genes (right) in Groups 1-4 involved in seven hormone signaling networks. The fraction represents the number of up- or down-regulated genes in each network divided by the total number of the genes in the network (Methods). CK, cytokinin; ABA, abscisic acid; ET, ethylene; JA, jasmonic acid; Aux, auxin; GA, gibberellin; and BL, brassinosteroid. (B-C) Cytokinin (B) and ethylene (C) signaling networks. Nodes were arranged into functional groups (blue and magenta backgrounds) based on their functions (e.g., receptors or transcription factors). Triangle, diamond, square, and hexagon nodes denote the genes in Groups 1-4, respectively (see node legend). Node boundary colors denote the genes in Clusters 1-3 in Group 1 (purple) and Clusters 5, 7, and 9 in Group 2 (blue; see node legend). Red and green nodes denote up- and down-regulated genes, respectively, while purple nodes denote the DEGs not included in Groups 1-4 or the genes in the signaling network with no expression changes in the network. Solid lines indicate PPIs (gray), genetic interactions (purple), or protein-DNA interactions (blue).

**A**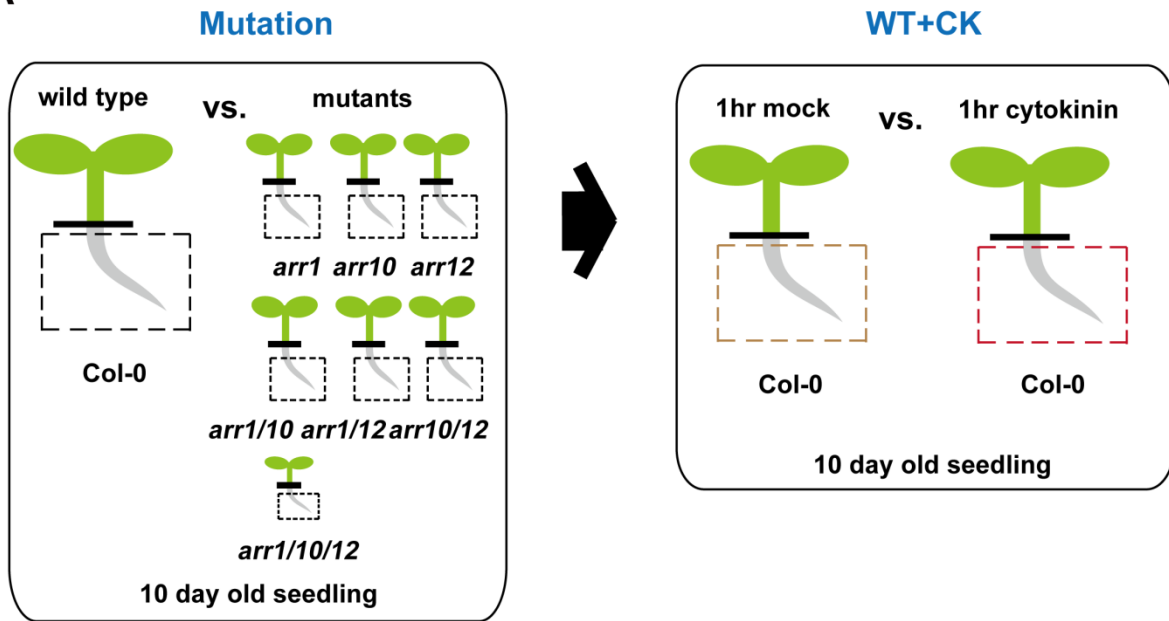**B**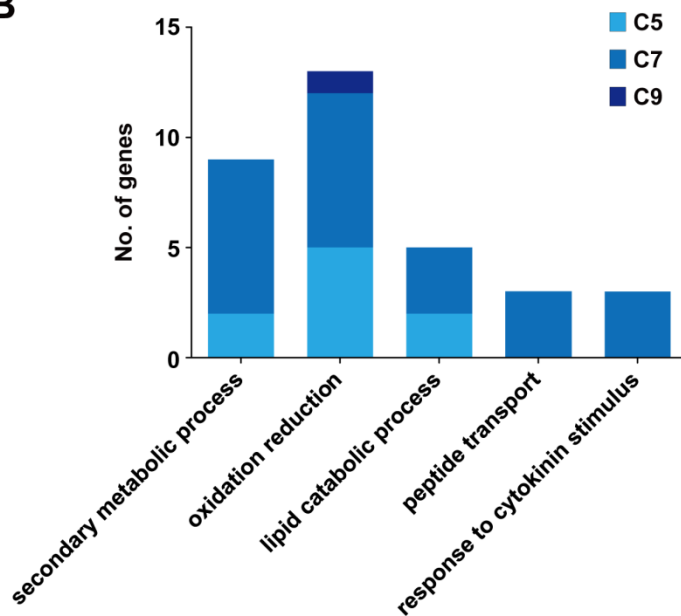

**Fig. S4. Extended regulatory structures are utilized in the responses to exogenous cytokinin.** (A) Schematics showing the experimental procedure for mock and cytokinin treatment. Gene expression profiles were generated from the roots of 10 day old seedling of the following two groups of plants: 1) WT plants and single (*arr1*, *arr10*, and *arr12*), double (*arr1/10*, *arr1/12*, and *arr10/12*), and triple deletion mutants (*arr1/10/12*) with no treatment (left box); 2) WT plants at 1 hour after mock and cytokinin treatments (right box). (B) Distributions of the genes involved in the GOBPs represented by the 'up\_dwG2' genes (Fig. 5C) in Clusters 5, 7, and 9 in Group 2.

A

| Pattern | arr1 | arr10 | arr12 | arr1/10 | arr1/12 | arr10/12 | arr1/10/12 | Count |
|---------|------|-------|-------|---------|---------|----------|------------|-------|
| 1       | N    | N     | N     | N       | N       | N        | U          | 1,596 |
| 2       | N    | N     | N     | U       | N       | N        | N          | 173   |
| 3       | N    | N     | N     | N       | U       | N        | N          | 152   |
| 4       | N    | N     | N     | N       | N       | U        | N          | 149   |
| 5       | N    | N     | U     | N       | N       | N        | N          | 78    |
| 6       | N    | N     | N     | N       | U       | N        | U          | 70    |
| 7       | N    | N     | N     | U       | N       | U        | N          | 65    |
| 8       | N    | N     | N     | U       | U       | U        | N          | 58    |
| 9       | U    | N     | N     | N       | N       | N        | N          | 51    |
| 10      | N    | U     | N     | N       | N       | N        | N          | 50    |
| 11      | N    | N     | N     | U       | U       | N        | N          | 47    |
| 12      | U    | N     | N     | N       | N       | N        | U          | 36    |
| 13      | N    | N     | N     | U       | U       | U        | U          | 29    |
| 14      | U    | U     | U     | U       | U       | U        | N          | 21    |
| 15      | U    | N     | N     | N       | U       | N        | U          | 20    |
| 16      | U    | U     | U     | N       | N       | N        | N          | 19    |
| 17      | N    | N     | N     | U       | N       | N        | U          | 16    |
| 18      | N    | N     | N     | N       | N       | U        | U          | 16    |
| 19      | N    | N     | N     | N       | U       | U        | N          | 16    |
| 20      | N    | N     | N     | U       | U       | N        | U          | 13    |
| 21      | N    | U     | U     | N       | N       | N        | N          | 11    |
| 22      | U    | U     | N     | N       | N       | N        | N          | 10    |
| 23      | U    | U     | U     | N       | N       | N        | U          | 10    |
| 24      | U    | U     | U     | N       | N       | N        | D          | 10    |
| 25      | N    | N     | N     | U       | N       | U        | U          | 10    |
| 26      | U    | N     | N     | U       | U       | N        | N          | 9     |
| 27      | N    | U     | N     | N       | N       | N        | D          | 9     |
| 28      | N    | N     | N     | U       | N       | N        | D          | 9     |
| 29      | N    | U     | N     | N       | N       | N        | U          | 8     |
| 30      | N    | N     | U     | N       | N       | U        | N          | 8     |

⋮

B

| Pattern | arr1 | arr10 | arr12 | arr1/10 | arr1/12 | arr10/12 | arr1/10/12 | Count | Regulatory Logic | Cluster |
|---------|------|-------|-------|---------|---------|----------|------------|-------|------------------|---------|
| 2       | N    | N     | N     | U       | N       | N        | N          | 173   | 1+10             | C5      |
| 17      | N    | N     | N     | U       | N       | N        | U          | 16    | 1+10             |         |
| 28      | N    | N     | N     | U       | N       | N        | D          | 9     | 1+10             | C7      |
| 3       | N    | N     | N     | N       | U       | N        | N          | 152   | 1+12             |         |
| 6       | N    | N     | N     | N       | U       | N        | U          | 70    | 1+12             | C9      |
| 31      | N    | N     | N     | N       | U       | N        | D          | 8     | 1+12             |         |
| 4       | N    | N     | N     | N       | N       | U        | N          | 149   | 10+12            | C9      |
| 18      | N    | N     | N     | N       | N       | U        | U          | 16    | 10+12            |         |
| 43      | N    | N     | N     | N       | N       | U        | D          | 5     | 10+12            |         |

C

| Pattern | arr1 | arr10 | arr12 | arr1/10 | arr1/12 | arr10/12 | arr1/10/12 | Count |
|---------|------|-------|-------|---------|---------|----------|------------|-------|
| 196     | N    | N     | U     | U       | U       | U        | N          | 13    |
| 187     | U    | N     | N     | U       | U       | U        | U          | 7     |
| 188     | N    | N     | U     | U       | N       | N        | N          | 5     |
| 189     | U    | N     | N     | N       | U       | U        | U          | 3     |
| 190     | N    | N     | U     | U       | N       | U        | N          | 3     |
| 191     | N    | N     | U     | U       | N       | U        | U          | 2     |
| 192     | U    | N     | N     | N       | N       | U        | N          | 1     |
| 193     | U    | N     | N     | N       | N       | U        | N          | 1     |
| 194     | U    | N     | N     | N       | N       | U        | U          | 1     |
| 195     | U    | N     | N     | U       | N       | U        | U          | 1     |

D

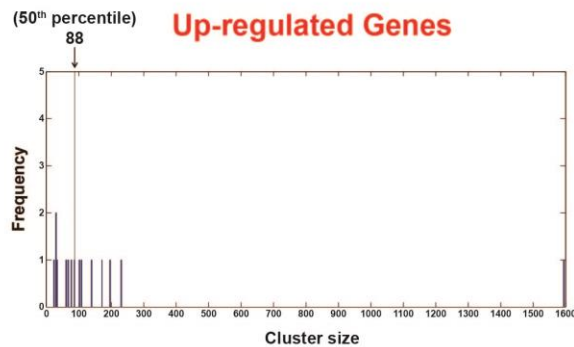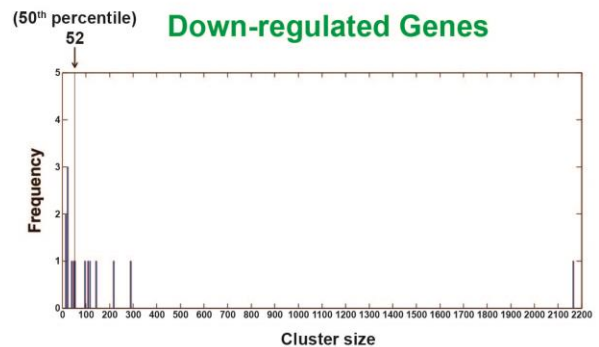

**Fig. S5. Selection and grouping of major regulatory structures.** (A) Patterns of the DEGs based on their differential expression patterns in the single (*arr1*, 10, and 12), double (*arr1/10*, *arr1/12*, and *arr10/12*), and triple (*arr1/10/12*) mutants of *ARR1*, 10, and 12, compared to WT. Green and red colors represent down- and up-regulation, respectively. U, up-regulation; D, down-regulation; and N, no change. Counts denote the numbers of the DEGs that belonged to the corresponding Patterns. Only the largest 30 Patterns were presented. (B) Mapping a regulatory structure using AND and/or OR logics ('Regulatory Logic' column) to each Pattern and merging the Patterns with the same regulatory structure into a cluster of the DEGs ('Cluster'). Nine example Patterns merged into C5-9 were shown. (C) Removed clusters that could not be mapped to a regulatory structure due to the inconsistent differential expression patterns in the mutants. Ten example Patterns removed were shown. (D) Distributions of the cluster sizes for up- (left) and down-regulated genes (right). The 50th percentiles (88 and 52 for up- and down-regulated genes) used as the cutoff values in selection of major regulatory structures were denoted.

How the deposited data were processed for this re-analysis (not part of the article)

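The series holds 20 one-colour Agilent arrays of Arabidopsis root RNA, labelled with Cy3. There are 10 groups of 2 arrays, which are untreated WT, arr1, arr10, arr12, arr1/10, arr1/12, arr10/12, and arr1/10/12, and WT treated for 1 hour with mock or with 5 μM N6-benzyladenine. All plants were 10 days old. Conditions and replicate numbers come from the labels of the deposited samples, and no sample was left out.

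For each array the authors deposited the output of Agilent Feature Extraction, with the background-subtracted signal of each spot as an intensity, its median pixel intensity, the local background, and marks for outliers and for signals well above background. These values were not normalized between arrays. The authors also deposited a table of log2 values, which equals the quantile normalized log2 of the median pixel intensity without background subtraction over all 62976 spots, with the 16 untreated arrays and the 4 mock-treated and CK-treated arrays normalized apart (checked on the files, largest difference 5e-09).

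The intensities after background subtraction were log2 transformed and quantile normalized over the 61657 non-control spots of the 20 arrays. Outlier spots, 1 to 386 per array, were left out, and the spots of a probe were averaged. Of the 43603 probes, 25549 lie on 1 spot. Probes were tested if well above background on both arrays of at least 1 group, which left 34034, and 29382 were well above background on all arrays. No spot was saturated. The share of probes with at least 1 spot well above background was 71.8% to 78.8% per array, and the median log2 intensity 8.21 to 9.61. With 2 arrays per group, the number of arrays limits the precision.

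Each comparison was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, moderated statistics with equal weights), with 1 coefficient per group in 1 fit over all 20 arrays, 10 residual degrees of freedom and 2.11 prior degrees of freedom. The 7 mutants were compared with untreated WT, CK-treated WT with mock-treated WT, and mock-treated WT with untreated WT. Contrasts of each double or triple mutant with the sum of its single mutants used the same fit. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 within its comparison. The calls were sorted into Clusters 1–15 and Groups 1–4 by the rules of Fig. 1B, where no change means not called. Overlap with CK was tested with two-sided Fisher's exact tests in scipy 1.17.1. Other steps used Python 3.11.15, numpy 2.4.6, and pandas 2.3.3. On simulated data with 200 changed probes, limma recovered 110 at a log2 change of 1 and 180 at 2. Calls with no difference between groups were counted in 20 simulated datasets with the spread of the real fit. Lists were set against 10000 random lists of probes of the same size and matched on mean signal, which ignore correlation among genes.

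The array files name probes and not genes, so the tests and counts are of probes, although the design set before the data were examined speaks of genes. Genes were paired with probes through Table S1, whose fold changes matched those of the authors' table at exactly 1 spot for each of 2072 genes (largest distance 5e-05, next spot at least 0.0227 away, tolerance 0.0005). A value is that of the whole probe, with all its spots. The genes named are ARR1, ARR10, and ARR12, every gene named in the results section that could be paired with a probe (23 genes with the deleted ones), and, for the triple mutant and for CK, those among the 5 probes with the largest change in each direction whose arrays both lie beyond both control arrays. This rule was set before the data were examined. Genes of Cluster 10 named beyond it were chosen after their values were seen. GO terms were taken with the gene lists of Tables S2 and S4, and no enrichment was tested.

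Whether the replicate numbers pair the arrays was checked by correlating the deviations of replicate 1 from its group mean across probes. All 28 pairs of untreated groups correlated (0.17 to 0.52). These arrays share a slide and a scan day within a replicate number, and a fit with a replicate block is given beside many of the counts. Mock-treated WT correlated with untreated WT (0.30). Mock-treated and CK-treated WT did not correlate (−0.04).

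The alternatives set before the data were examined were 75th percentile scaling of each array in place of quantile normalization, normexp background correction with an offset of 50, the authors' value table, no filter on dim probes, a filter for signals well above background on all arrays, a replicate block, normalization and fit within each experiment, a fit on the 4 arrays of each comparison, array weights, a fold cutoff of 0.51 on the log2 scale, the integrative method of the Methods with empirical distributions from 100 random draws of 4 of the 20 arrays, the same method with regrouping of only the 4 arrays of a comparison, the methods' t-test at a p of 0.05 or less with and without Benjamini-Hochberg adjustment, a stricter meaning of no change (not called and unadjusted p of at least 0.05), and leaving out each array in turn. Normexp used the median pixel intensity and the local background. The integrative method leaves its random permutations open. Its 95th percentile of the log2 ratio was 1.10 with draws from all arrays and 0.49 to 0.77 with regrouping. An integrative method with 1 fold cutoff of 0.51 on the authors' values, with draws of 4 of the 16 untreated arrays (for CK, regrouping of its 4 arrays), was added after seeing the data, when the smallest absolute log2 fold changes of Table S1 were seen to lie between 0.51 and 0.52 in every cluster used.

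Probes of Table S1 genes outside the copy used, the hormone gene lists, protein interactions, clustering coefficients, and GO molecular functions were not analysed here. AHP2, AHP3, ARR8, ARR9, ARR11, and the genes of Group 4 named for ethylene signaling were not analysed here, since the copy of Table S1 does not hold them. The choice of the brightest probe of a gene was not run, as probes could not be joined to all their genes.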

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

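The test of the slides was chosen only after the result was seen.

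The paper reports no comparison of mock-treated with untreated WT. Between these groups, limma called 5368 of the 34034 tested probes, 2443 higher and 2925 lower in mock-treated WT, and 9720 probes had an unadjusted p under 0.05. This signal, in a comparison that the paper did not make, is larger than that of any single mutant, where 15 to 43 probes were called. Without mock-treated WT replicate 1 it was 2868 probes, and without mock-treated WT replicate 2 it was 4555. Replicate numbers pair the arrays of both groups in part (r = 0.30 between the deviations of replicate 1), and with the replicate block 7824 probes were called, 3408 higher and 4416 lower. A fit on the 4 arrays alone gave 758, and the integrative method 1741.

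Quantile normalization in particular as the cause would lower the count under another scaling. With 75th percentile scaling, 5298 probes were called, which argues against quantile normalization as the source. Both scalings bring the arrays to a common level, so an effect of that step was not tested. The authors' own normalization plays no part, since the values start before it. The slide stays open. The number of slides that hold arrays of both groups is 0, so the slide, the handling of the plants during the mock treatment, and the hour of treatment cannot be told apart. A response of roots to the mock treatment, which the design would allow, was not tested apart from these and remains a hypothesis beside the slide. Lower RNA quality or contamination was not tested here, and the paper reports sufficient RNA integrity in all samples.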

How the results depend on the processing

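The method with 1 fold cutoff on the authors' values was chosen only after the results were seen. Counts given as a pair are up-regulated and down-regulated probes. Over all tested probes, the main counts were 32 and 33 in the single mutants, 557 and 517 in the double mutants, 7904 and 10599 in the triple mutant, 1206 and 1032 with CK, 19 and 18 in Group 1, 404 and 395 in Group 2, 4 and 6 in Group 3, and 7508 and 10126 in Group 4. A count is taken as unmoved within 1.5 times the main count.

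The order of the single, double, and triple mutants held in both directions under 14 of 15 alternatives, with the methods' t-test after Benjamini-Hochberg as the exception, and in both fits that leave out a WT array. Scaling to the 75th percentile, normexp correction, and the authors' value table moved none of the counts and odds ratios followed here past that bound. Neither did testing without a filter on dim probes or the fold cutoff of 0.51. The calls by mutant were not followed, and some moved further. In arr1/10, 178 up-regulated and 150 down-regulated probes became 331 and 273 with normexp correction. With the authors' value table they became 317 and 241, and the up-regulated probes of arr12 went from 20 to 13. The odds ratio of CK-up probes for the down-regulated groups stayed between 1.13 and 5.32 in 15 alternatives, and between 2.47 and 3.72 with 1 array left out. The triple mutant kept 6646 to 7731 up-regulated and 9090 to 10466 down-regulated probes with 1 array left out, and the called pairs of a deleted gene and a mutant stayed at 11. For the other changes below, the cause was not tested, apart from the smaller number of arrays or of tested probes where a setting has fewer.

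With the replicate block, the counts were 263 and 103 in the single mutants, 1629 and 1421 in the double mutants, and 2048 and 1839 with CK. The groups held 114 and 67 in Group 1, 851 and 851 in Group 2, and 47 and 17 in Group 3. Under that choice, CK-up probes in the down-regulated Group 2 numbered 194 and the called GO term entries numbered 24. Mock-treated and CK-treated WT do not pair by replicate number, so the counts with CK in this fit rest on a block that the data do not show. With array weights, the counts were 52 up-regulated in the single mutants and 2040 and 1760 with CK. The groups held 39 up-regulated in Group 1.

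With only probes well above background on all arrays, which leaves out dim genes, with ARR10 and ARR12 among them, the groups held 9 up-regulated in Group 1 and 2 and 2 in Group 3. Beside these, the called pairs of a deleted gene and a mutant numbered 3. With normalization and fit within each experiment, which has fewer arrays, the counts were 282 and 322 in the double mutants and 608 and 516 with CK. The groups held 10 down-regulated in Group 1 and 243 and 259 in Group 2. Among the other results, CK-up probes in the down-regulated Groups 2 and 4 numbered 59 and 271 and the called GO term entries numbered 6.

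With a fit on the arrays of each comparison, which has the fewest arrays, the counts were 8 and 9 in the single mutants, 25 and 16 in the double mutants, 4131 and 5696 in the triple mutant, and 371 and 243 with CK. The groups held 5 and 2 in Group 1, 22 and 5 in Group 2, and 4123 and 5679 in Group 4. Among the other results, CK-up probes in the down-regulated Groups 2 and 4 numbered 1 and 186, the called GO term entries numbered 0, the mock-treated against untreated WT probes numbered 758, and the probes that differ from the sum of the single mutants numbered 5814. The odds ratio of CK-up probes for the up-regulated groups was 0.819 (Fisher's exact p = 0.265). At an unadjusted p under 0.05, the fit over all arrays had 43 of the GO term entries.

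When no change also required an unadjusted p of at least 0.05, the groups held 7 and 8 in Group 1, 73 and 25 in Group 2, and 4574 and 6184 in Group 4. Under that choice, CK-up probes in the down-regulated Groups 2 and 4 numbered 9 and 228. The odds ratio of CK-up probes for the down-regulated groups was 1.13 (Fisher's exact p = 0.103). With the integrative method and draws from all arrays, the counts were 280 and 145 in the single mutants, 3434 and 4202 in the triple mutant, and 628 and 544 with CK. The groups held 171 and 89 in Group 1, 30 and 16 in Group 3, and 3029 and 3910 in Group 4. Beside these, CK-up probes in the down-regulated Groups 2 and 4 numbered 64 and 197, the called GO term entries numbered 4, and the mock-treated against untreated WT probes numbered 1741. The odds ratio of CK-up probes for the up-regulated groups was 1.63 (Fisher's exact p = 3.24e-05). In the simulated datasets without any difference, a mean of 962 probes in Groups 1–4 took the place of 0.25 with limma. These means rest on the spread of a fit without a replicate block.

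With the integrative method and regrouping of the 4 arrays of each comparison, the counts were 1684 and 901 in the single mutants, 2277 and 2723 in the double mutants, 4931 and 6431 in the triple mutant, and 2335 and 2200 with CK. The groups held 794 and 443 in Group 1, 905 and 1103 in Group 2, 265 and 81 in Group 3, and 3134 and 4589 in Group 4. Beside these, CK-up probes in the down-regulated Group 2 numbered 215 and the called GO term entries numbered 41. The odds ratio of CK-up probes for the up-regulated groups was 1.36 (Fisher's exact p = 7.21e-08). With the integrative method and 1 fold cutoff on the authors' values, chosen after seeing the data, the counts were 593 and 247 in the single mutants, 1348 and 1408 in the double mutants, and 1782 down-regulated with CK. The groups held 289 and 159 in Group 1, 722 and 691 in Group 2, 122 and 16 in Group 3, and 4824 and 6341 in Group 4. Beside these, the called GO term entries numbered 44.

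With the methods' t-test at an unadjusted p of 0.05 or less, the counts were 2608 and 2018 in the single mutants, 4072 and 3505 in the double mutants, 4416 and 6444 in the triple mutant, and 3196 and 2433 with CK. The groups held 1250 and 1087 in Group 1, 1271 and 1360 in Group 2, 274 and 89 in Group 3, and 2545 and 3775 in Group 4. Under that choice, the called GO term entries numbered 28. The odds ratio of CK-up probes for the up-regulated groups was 1.22 (Fisher's exact p = 6.67e-05). With the methods' t-test after Benjamini-Hochberg adjustment, the counts were 0 and 1 in the single mutants, 0 and 1 in the double mutants, 0 and 1 in the triple mutant, and 1 and 0 with CK. The groups held 0 and 1 in Group 1, 0 and 1 in Group 2, 0 and 0 in Group 3, and 0 and 1 in Group 4. Among the other results, CK-up probes in the down-regulated Groups 2 and 4 numbered 0 and 0, the called GO term entries numbered 0, the mock-treated against untreated WT probes numbered 0, and the called pairs of a deleted gene and a mutant numbered 0. The unadjusted counts of the same t-test stand before these. No odds ratio could be had from so few probes.

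With 1 array left out in turn, a group with 1 array was assumed to vary like the other groups. In the single mutants, up-regulated probes ranged from 14 (without WT replicate 1) to 38 (without arr12 replicate 1) and down-regulated probes from 17 (without arr1 replicate 1) to 59 (without arr12 replicate 1). In the double mutants, up-regulated probes ranged from 161 (without WT replicate 2) to 434 (without arr10/12 replicate 2) and down-regulated probes from 98 (without WT replicate 2) to 364 (without arr10/12 replicate 2). In the CK comparison, up-regulated probes ranged from 565 (without mock-treated WT replicate 1) to 1316 (without mock-treated WT replicate 2) and down-regulated probes from 474 (without CK-treated WT replicate 2) to 993 (without mock-treated WT replicate 2). In Group 1, up-regulated probes ranged from 8 (without WT replicate 1) to 104 (without arr1/10/12 replicate 1) and down-regulated probes from 8 (without arr1 replicate 1) to 44 (without arr12 replicate 2). In Group 2, up-regulated probes ranged from 123 (without WT replicate 2) to 719 (without arr12 replicate 1) and down-regulated probes from 61 (without WT replicate 2) to 621 (without arr1/10/12 replicate 1). In Group 3, up-regulated probes ranged from 3 (without arr1 replicate 2) to 13 (without WT replicate 2) and down-regulated probes from 3 (without arr1 replicate 1) to 8 (without WT replicate 1). The CK-up probes of the down-regulated Group 2 ranged from 29 (without WT replicate 2) to 159 (without arr1/10/12 replicate 1), and those of Group 4 from 255 (without mock-treated WT replicate 1) to 604 (without arr1/10/12 replicate 2). Probes that differ from the sum of the single mutants ranged from 6208 (without WT replicate 1) to 12482 (without arr1/10/12 replicate 2), against 10335 with all arrays. The mock-treated against untreated WT probes ranged from 2868 (without mock-treated WT replicate 1) to 4555 (without mock-treated WT replicate 2). The called GO term entries ranged from 0 (without WT replicate 2) to 20 (without arr1/10/12 replicate 1), with 43 at an unadjusted p under 0.05 in the fit over all arrays. AT1G30260 with CK, at a log2 fold change of −0.04 and not called, ranged from −0.12 (without mock-treated WT replicate 1) to 0.0322 (without mock-treated WT replicate 2).

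For the named genes, 35 values were followed. No alternative turned the direction of any of them, and with 1 array left out 1 of 140 turned and 25 were no longer called, while 114 kept their direction and side of the threshold. Calls were lost for 23 of 35 with the methods' t-test after Benjamini-Hochberg, for 9 with the fit on the arrays of each comparison, for 7 with the integrative method, and for 5 with normalization and fit per experiment. Calls were gained for 9 with regrouping of the 4 arrays, for 7 with the method chosen after seeing the data, and for 2 with the replicate block and 2 with the methods' t-test. The other alternatives lost or gained at most 2 in either direction, and the filter for signals well above background on all arrays left 27 values, none of them changed. The signal over background limits values of genes near the background on 1 group, so no size is given for ARR12 in the triple mutant, and that of MEE3 there depends on the processing. Choosing the brightest probe per gene was not run.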

Differences from the paper's values

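The method with 1 fold cutoff on the authors' values is the only alternative chosen after seeing the values. The paper counts genes and the counts of this re-analysis are of probes. The alternatives set before the data were examined are 75th percentile scaling, normexp correction, the authors' value table, no filter on dim probes, well above background on all arrays, the replicate block, normalization and fit per experiment, the fit on the arrays of each comparison, array weights, the fold cutoff, the integrative method with draws from all arrays, the same with regrouping of the 4 arrays, the methods' t-test with and without Benjamini-Hochberg adjustment, and, for clusters and their overlap with CK, the stricter meaning of no change.

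For the single mutants, the paper's counts are 571 up-regulated, 345 down-regulated, and 916 in all, against 32, 33, and 65. Its Group 1 holds 211 down-regulated genes, against 18 probes, and its Cluster 10 holds 102 up-regulated genes, against 4. All alternatives set before the data were examined still differ on these. With the integrative method and 1 fold cutoff on the authors' values, chosen after seeing the values, the counts were 593, 247, and 835 in the single mutants, 159 in Group 1, and 122 in Cluster 10, which no longer differ.

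For the double mutants, the paper's counts are 1080 up-regulated, 1057 down-regulated, and 2137 in all, against 557, 517, and 1073. The up-regulated count no longer differs with array weights. The down-regulated and the total counts no longer differ with array weights or with the replicate block (1421 and 3047). The method chosen after seeing the values closes the gap for all of them (1348, 1408, and 2748). The other alternatives still differ.

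For the triple mutant, the paper's counts are 2023 up-regulated, 2797 down-regulated, and 4820 in all, against 7904, 10599, and 18503. Its Group 4 holds 2167 down-regulated genes, against 10126 probes, and its Group 3 holds 47, against 6. Every alternative differs on these, the one chosen after seeing the values included.

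Of the probes up-regulated by CK, the paper has 330 genes down-regulated in a mutant, against 716, and 104 up-regulated, against 214. With the integrative method and with normalization and fit per experiment, both no longer differ, and the up-regulated count also does not differ with the fold cutoff. Its count in Group 4 is 188, against 541, and no longer differs with normalization and fit per experiment (271), the fit on the arrays of each comparison (186), the integrative method (197), and the stricter meaning of no change (228). Of the CK-up genes, the paper places 9 in Cluster 9, and 4 of its genes in that cluster were called here. This no longer differs with normexp correction, the authors' value table, the replicate block, array weights, regrouping of the 4 arrays, the methods' t-test without adjustment, and the method chosen after seeing the values. The other alternatives still differ on each of these.

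The paper's log2 fold change in Table S1 is −5.42 for ARR12 in arr12, against −6.81, −1.16 for ARR15 in arr1/12, against −1.57, and −1.55 for MEE3 in the triple mutant, against −2.57, where MEE3 is near the background. All of them no longer differ with normexp correction and with the authors' value table, nor with the method chosen after seeing the values, and they differ with the other alternatives, of which the filter for signals well above background on all arrays leaves no value. For EIN3 in arr1 the paper's value is 0.56, against 0.29, and all alternatives differ. Its signal had a spread of 0.11 in arr1 and 0.04 in WT (SD, n = 2 each). MYBL2 in arr1, at 0.90 against 0.54 in the paper, is not counted as differing. Its spread in WT was 0.57 (SD, n = 2). The probe of EIN3 lies on 2 spots, whose values in the authors' table are 0.23 and 0.56.

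Of 20 named genes other than the deleted ones with a cluster in Table S1, 10 were called in the mutant that the paper names and 10 were not. The paper places ARR5 in Cluster 1, and it was not called in arr1 (−0.62). The replicate block, regrouping of the 4 arrays, the methods' t-test, and the method chosen after seeing the values call it. The paper places ACS5 in Cluster 7, and it was not called in arr1/12 (−1.21). It is called with 75th percentile scaling, normexp correction, the authors' value table, the replicate block, normalization and fit per experiment, the integrative method, regrouping of the 4 arrays, the methods' t-test, and the method chosen after seeing the values. AT1G30260, placed in Cluster 9, had −0.64 in arr10/12, TAT3 and RSH2, placed in Cluster 1, had 0.88 and 0.57 in arr1, and SAG113 and MBF1C, placed in Cluster 3, had −0.65 and −0.58 in arr12. None of these 5 was called, and each is called with regrouping of the 4 arrays and with the method chosen after seeing the values. CYP94C1 (0.53) and MYBL2 (0.90), placed in Cluster 1, were not called in arr1 and are called with regrouping of the 4 arrays. EIN3, placed in Cluster 1, was called in arr1 in no setting, while limma called it up-regulated in the triple mutant (0.73).

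The paper describes arr1 as a deletion mutant of ARR1, and on the arrays labelled arr1 the log2 fold change of ARR1 was 0.40 and not called as lower in any setting. The paper has more down-regulated than up-regulated genes with CK, and here 1206 probes were up-regulated and 1032 down-regulated. The order of the paper was found with 75th percentile scaling (1006 and 1332), with probes well above background on all arrays, and with the method chosen after seeing the values. The paper has more up-regulated than down-regulated genes in the single mutants and in Cluster 10. Here the counts were 32 and 33 in the single mutants and 4 and 6 in Cluster 10. In both, the replicate block, the integrative method, regrouping of the 4 arrays, the methods' t-test, and the method chosen after seeing the values have more up-regulated probes. In the single mutants, 75th percentile scaling and array weights do so too.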

Other observations

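The tests of the arr1-3 transcript, of an exchange of arrays, of the 10 probes called by limma in all single mutants, and of splits by scan day were chosen only after the results were seen, and the test of weaker signal in the triple mutant is counted with them, since the wording of its expectation left the direction open. Ranges of random lists ignore correlation among genes and are therefore too narrow.

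The signal of ARR1 was not lower on the arrays labelled arr1 than in WT. If these arrays held WT RNA, genes that fell in both double mutants with arr1 would not be lower than in arr10 and arr12. Over the 92 probes called down-regulated in arr1/10 and arr1/12 and not in arr10/12, the median of arr1 minus the mean of arr10 and arr12 was −0.12 (random lists −0.03 to 0.02), −0.09 in replicate 1 and −0.13 in replicate 2, and 74 of the 92 lay below 0. This argues against WT RNA. Over the 99 probes up-regulated in the same way the median was −0.02, within the range of random lists. A transcript of the arr1-3 allele that the probe still reads would keep the signal in every arr1-3 line, but it fell by 4.12 in arr1/12, which the Methods derive from the same allele. An exchange with another array of the series would leave a low ARR1 signal on an array that should keep ARR1, and the lowest of the 12 such arrays had 11.99. What stays open is RNA from plants outside this series or a line whose ARR1 is expressed. No biological explanation was tested.

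The clusters called alike in all single mutants may reflect the WT arrays that all comparisons share. Of the 46 probes that the integrative method called alike in all 3, mock-treated WT deviated from untreated WT in the same direction at 78.3% (36 probes), against 48.7% over all probes. This is what a chance deviation of the shared WT arrays would give, and mock-treated WT also lies on other slides. For the 10 probes called by limma it would put mock-treated WT nearer to the single mutants, but mock-treated WT was nearer to untreated WT at 8 of them, which argues against it for these. A difference between the WT line and the line from which all mutants were made, at these probes, stays open and was not tested.

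The number of probes called in the triple mutant is far above that of any other mutant. Its arrays had weaker signal, with medians of 8.65 and 8.21. With the probes in 4 sets of equal size by signal, the shares called were 50.8%, 59.1%, 54.3%, and 53.2% from the dimmest to the brightest. Dim probes are noisier and harder to call whatever the cause, so these shares do not decide whether weaker signal added calls, and this stays open. If quantile normalization in particular were the cause, 75th percentile scaling would lower the count, and 18372 probes were called with it, against 18503. Both scalings bring the arrays to a common level, so an effect of that step was not tested and stays open. RNA quality, growth, or development of the triple mutant roots also stays open, although the paper reports sufficient RNA integrity in all samples. The triple mutant differs from the others in genotype, which the design offers as a biological explanation, and secondary changes in its roots were not tested apart from it.

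The probes of Cluster 7 may already have moved part of the way in arr1 and arr12. Over the 351 down-regulated probes, the median of the mean of arr1 and arr12 minus arr10 was −0.0946 (random lists −0.01 to 0.01), with −0.09 for arr1 and −0.08 for arr12 alone, against −0.60 for arr1/12. Over the 335 up-regulated probes it was 0.0647 (random lists −0.01 to 0.01), against 0.36 for arr1/12. Both values are consistent with a partial change in the single mutants that did not reach a call. arr10 served as the reference, so that the shared WT arrays cancel.

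Splits of the 4 arrays of each comparison were compared under 1 rule, a p of 0.05 or less in the methods' t-test on the authors' values and an absolute log2 ratio of at least 0.51. Splitting by scan day, which for the untreated arrays is also the slide, gave 439 probes in the comparison of arr1 with WT, 471 for arr10, and 493 for arr12. The real split gave 280, 137, and 172. Among the double mutants, scan day gave 490, 423, and 484 in arr1/10, arr1/12, and arr10/12, against 762, 916, and 473 for the real split. In the triple mutant it gave 340 against 8369, and for CK 22 against 1804. In the single mutants and arr10/12, scan day therefore gave more probes than genotype. A fit with the replicate block removes this difference and is given beside many of the counts. Crossed splits mix both factors and gave 4 to 52 probes.

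On simulated arrays with 200 changed probes at a log2 change of 2, the integrative method recovered 198 and made 1240 false calls (3.67%). Draws from all arrays, draws from the untreated arrays, and regrouping of the 4 arrays were also tried on the spots of the authors' values, after the smallest fold changes of Table S1 were seen. None gave a cutoff of 0.51 in every comparison, which is why that cutoff was set by hand in the method added after seeing the data.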
